# Selenium enhances photodynamic therapy of C-phycocyanin against lung cancer via dual regulation of cytotoxicity and antioxidant activity: Selenium enhances PDT effect of PC anti-tumor activity

**DOI:** 10.3724/abbs.2023159

**Published:** 2023-11-22

**Authors:** Jie Shen, Haidong Xia, Xiaojing Zhou, Lei Zhang, Qian Gao, Kan He, Dahai Liu, Bei Huang

**Keywords:** selenium, phycocyanin, PDT, ROS, antioxidant

## Abstract

As a natural photosensitizer, phycocyanin (PC) has high efficiency and uses low-intensity irradiation. To enhance the photodynamic therapy (PDT) of PC, we extract selenium-enriched phycocyanin (Se-PC) from Se-enriched *Spirulina platensis* and examine the synergistic effect of PC combined with selenium against lung tumors. *In vitro* experiments reveal that Se-PC PDT more efficiently reduce the survival rate of mouse lung cancer cells (LLC cell line) than PC PDT treatment by increasing the level of ROS and decreasing the level of GPx4, which is confirmed by the Chou-Talalay assay. *In vivo* imaging system analysis reveal that tumor volume is more markedly decreased in both the Se-PC PDT and PC PDT plus Na _2_SeO _3_ groups than in the PC PDT group, with inhibition rates reaching 90.4%, 68.3% and 53.1%, respectively, after irradiation with 100 J/cm ^2^ laser light at 630 nm. In normal tissues, Se-PC promotes the synthesis of antioxidant enzymes and the immune response by the IL-6/TNF-α pathway against tumor proliferation and metastasis. Using Se-PC as a photosensitizer in tumors, apoptosis and pyroptosis are the primary types of cell death switched by Caspases-1/3/9, which is confirmed by TEM. Based on the transcriptome analysis, Se-PC PDT treatment inhibits angiogenesis, regulates inflammation by the HIF-1, NF-κB and TGF-β signaling pathways and dilutes tumor metabolism by reducing the synthesis of glucose transporters and transferrin. Compared to PC PDT, Se-PC increases the expression levels of some chemokines in the tumor niche, which recruits inflammatory cells to enhance the immune response. Our study may provide evidence for Se-PC as an effective photosensitizer to treat lung cancer.

## Introduction

Despite advances in the prevention, diagnosis and treatment of lung cancer, this malignancy remains the leading cause of cancer-related death worldwide [1]. There are many methods for treating lung cancer, among which photodynamic therapy (PDT) has many advantages compared to traditional surgical treatment, such as small wounds, repeatability, and strong specificity [2]. PDT employs nontoxic dyes called photosensitizers (PSs) [3]. In the presence of molecular oxygen, photochemical reactions produce a variety of reactive oxygen species (ROS), including singlet oxygen and hydroxyl radicals. These ROSs may cause oxidative damage to proteins, lipids and nucleic acids, leading to cell death by necrosis or apoptosis [4] .

Phycocyanin (PC) is a water-soluble oligomeric protein with a light-capturing pigment consisting of phycobilin that can efficiently transfer captured light energy to the photoreaction center through fluorescence resonance energy transfer [5]. Degradative PC peptides can supply nutrients through the blood circulation in normal tissues. As a natural photosensitizer, phycocyanin has high efficiency and uses low-intensity irradiation at approximately 620 nm [6]. More importantly, PC is a tumor-associated macrophage (TAM)-targeted photosensitizer that binds to scavenger receptor-A [7]. Nevertheless, compared to small photosensitizer molecules, the PC structure is insufficiently stable to maintain effective PDT activity [8]. Our previous work has shown that PC PDT with selenium could significantly suppress tumor growth. [9].

Selenium is a trace element that exerts antitumor effects in multiple directions, including enhancing the activity of antioxidant enzymes [10]. High concentrations of selenium induce cytotoxicity to tumors, regulate inflammation and immune responses [11], prevent angiogenesis [12], and activate or inactivate key regulatory proteins of cell proliferation [13]. When selenium is used in combination with other medicines or therapies [14], it not only improves the antitumor toxicity of drugs but also reduces the toxicity and side effects of drugs on the body and the drug resistance of tumors. However, there are no reports regarding the synergistic effect of phycocyanin photosensitizers combined with selenium against lung cancer.

The He-Ne laser (wavelength of 632.8 nm) is characterized by high intensity and has several biological effects, such as increasing cell viability, improving phagocytosis, and promoting immune responses [15].

In the present study, we explored the synergistic effect and mechanism of Se-PC photosensitizers in tumor-bearing mice irradiated with a He-Ne laser by analyzing the cell death type, gene expression and tumor immunity. *In vivo* assays further demonstrated that Se-PC PDT could sufficiently suppress tumor growth, exhibiting great therapeutic potential.

## Materials and Methods

### Materials

DMEM and fetal bovine serum (FBS) were purchased from Gibco (Carlsbad, USA). The mouse Lewis lung carcinoma with luciferase-labelled LLC and LLC-luc cells were purchased from Hunan Fenghui Biotechnology Co., Ltd (Changsha, China).

A He-Ne laser was purchased from Nanjing Latron Laser Company (Nanjing, China), the transmission electronic microscope (TEM) was a Jem100sx from JEOL (Tokyo, Japan), and a Tanon-5200 multifunction imager was purchased from Shanghai Tianneng Technology Co., Ltd (Shanghai, China).

The assay kits for superoxide dismutase (SOD), glutathione peroxidase (GSH-Px), and malondialdehyde (MDA) were purchased from Nanjing Jiancheng Bioengineering Institute (Nanjing, China). ELISA kits for tumor necrosis factor-α (TNF-α) and interleukin-6 (IL-6) were purchased from Shanghai Fanke Biotechnology Co., Ltd (Shanghai, China). Adult C57BL/6 mice were obtained from ZiYuan (Hangzhou, China).

### Purification of selenium-enriched phycocyanin

The cultivation of *Spirulina platensis* was carried out in Zarrouk medium (pH 9.0) at 20°C under light illumination (4000 Lux; 14 h /10 h light/dark cycle). The culture of Se-enriched *S*. *platensis* was performed using a stepwise Se addition method by which Na _2_SeO _3_ was added to the medium on day 7 (100 mg/L), day 8 (150 mg/L, and day 9 (200 mg/L) for a cumulative concentration of 450 mg/L (OD _560_=1.2–1.3).

The dry powder was added to phosphate buffer (PB), frozen overnight and then centrifuged at 10,000 *g* for 25 min. The collected supernatant was added step by step to two different concentrations of (NH _4_ ) _2_SO _4_ (20% and 50%), centrifuged at 10,000 *g* and dialyzed overnight. Sephadex G-200 chromatography columns with linear NaCl gradients were used to filter the suspension. Selenium-enriched phycocyanin (Se-PC) was collected with a purity ratio (OD _620_/OD _280_ )>3 [9]. The absorption spectrum was detected by a UV-1901 spectrophotometer (Persee, Beijing, China), and the fluorescence spectra were recorded on a fluorescence spectrophotometer (Hitachi, Tokyo, Japan). The electrophoretic purity of Se-PC was analyzed by SDS-PAGE and native PAGE.

The Se-PC and PC powders were dissolved in a mixture of strong acid (HClO _4_ :HNO _3_; v:v=4:1) for heating digestion. The main functional elements of Se-PC and PC were determined by inductively coupled plasma-mass spectrometry (ICP-MS).

### Cell PDT treatment and combination index assay

LLC cells (5.0×10 ^3^ cells/well) were seeded in 96-well plates and exposed to different concentrations of PC or Se-PC for 12 h prior to 9 min of 26 J/cm ^2^ laser irradiation. After irradiation, the MTT assay was used to determine the survival rate [16].

LLC cells were treated with different concentrations of PC and Na _2_SeO _3_ alone or in combination for 12 h. The PDT irradiation dose and MTT assay were performed as described above. The combination index was calculated using the software Compusyn1.0, including synergistic effect (combination index<1), additive effect (=1) and antagonism (combination index>1) [17].

### Reactive oxygen species (ROS) detection

Intracellular ROSs were measured using DCFH-DA as a fluorescent probe. LLC cells (5×10 ^3^ cells/well) were cultured in 96-well plates and treated with PC-PDT, PC+Na _2_SeO _3_-PDT and Se-PC PDT. After incubation, the cells were exposed to DCFH-DA (20 μM) for 30 min at 37°C away from light. The fluorescence intensity was measured at an excitation wavelength of 488 nm and an emission wavelength of 525 nm, harvested, counted and the fluorescence value was calculated for every 10,000 cells.

### PDT treatment of mice

Mice were randomly divided into five groups with 5 mice per group: control, laser only, Se-PC PDT treatment that was administered with 0.2 mL of Se-PC (15 mg/mL), PC PDT or PC PDT plus Na _2_SeO _3_ treatment that were treated at the same dose. The selenium content of Na _2_SeO _3_ was equal to that of the selenium-rich phycocyanin group. These agents were injected beneath the tumors every 3 days and irradiated at a dose of 100 J/cm ^2^ using a He-Ne laser (630 nm, 45 mW/cm ^2^ ). The duration of drug treatment was 11 days. The control and laser groups were administered with the same volume of normal saline.

### Construction of the mouse model with lung tumors

Adult C57BL/6 male mice (18‒20 g) were used to construct tumor-bearing mice using subcutaneous injections of 1 × 10 ^6^ LLC-luc cells near the armpit area.

### *In vivo* imaging observation

During treatment, the body weight and tumor volume of each mouse were recorded every day. Eleven days later, drug was withdrawn, and tumor-bearing mice were intraperitoneally injected with a 150 mg/kg solution of fluorescein potassium salt and then imaged by using a multifunction imager. After the mice were sacrificed, the tumor and organs were removed to examine the metastasis of fluorescein and calculate the tumor inhibition rate.

### Histological observation

The tumor was fixed in 4% (v/v) paraformaldehyde solution for 48 h, dehydrated in different grades of ethanol (30%, 70%, 90% and absolute) and embedded in paraffin wax. Sections (5 μm) of tumor were cut, dewaxed and dehydrated with different grades of ethanol, stained with hematoxylin and eosin (H&E), dehydrated, and mounted in neutral balsam. The sections were observed under a microscope (Leica, Wetzlar, Germany).

### Transmission electron microscopy (TEM)

Fresh tumor tissue was fixed in 2.5% glutaraldehyde solution for 2 h and then postfixed in osmium tetroxide. After being dehydrated, embedded and sectioned, sections were observed under a transmission electron microscope (Jem100sx).

### Activity detection of antioxidant enzymes and cytokines

Tissues were rinsed with saline solution, ground to a homogenate on ice and centrifuged at 2500 *g* for 10 min. The supernatant was tested using kits to determine the activities of malondialdehyde (MDA), superoxide dismutase (SOD), and glutathione superoxide dismutase (GSH-Px). The contents of IL-6 and TNF-α in serum were determined using ELISA kits.

### Western blot analysis

Cells and tissues were lysed and centrifuged at 4°C to remove the solid materials. The supernatant was separated bySDS-PAGE and transferred to polyvinylidene fluoride (PVDF) membranes (Millipore, Billerica, USA). Subsequently, membranes were blocked with TBS (pH 7.4) containing 5% skim milk powder, and then incubated with the primary antibody overnight at 4°C, followed by incubation with the appropriate secondary antibody at room temperature for 2 h. Finally, the results were detected using an ECL kit (Thermo Fisher, Waltham, USA) and analyzed using ImageJ software. Protein levels were standardized to GAPDH levels. The primary antibodies used are as follows: anti-GPx-1 (381571; 1:1000; Zenbio, Chengdu, China), anti-GPx-4 (381958; 1:1000; Zenbio), anti-Caspase-1 (342947; 1:800; Zenbio), anti-Caspase-3 (R22842; 1:1000; Zenbio), anti-Caspase-8 (222121; 1:500; Zenbio), anti-Caspase-9 (381336; 1:1000; Zenbio), anti-Bcl-2 (26593-1-AP; 1:3000; Proteintech, Chicago, USA), and anti-GAPDH (60004-1-Ig; 1:50000; Proteintech). HRP-conjugated secondary antibodies (SA00001-1; 1:5000) were purchased from Proteintech.

### RNA extraction and sequencing

According to the manufacturer’s instructions, total RNA from 0.1 g tumor tissue was extracted using Trizol (Invitrogen, Carlsbad, USA) from each group, including the laser group (Laser1 and Laser2), PC-laser group (PC-La1 and PC-La2), and Se-PC laser group (SePC-La1 and SePC-La2). The quality of the RNA was assessed by agarose electrophoresis, and the integrity of the extracted RNA was assessed with a NanoDrop spectrophotometer (Thermo Scientific). cDNA synthesis and RNA sequencing were performed by Shanghai Personal Gene Technology Co., Ltd (Shanghai, China). The samples were sequenced with Illumina HiSeq X10 (Illumina, San Diego, USA) using a specification of 6G per sample. Our sequencing data have been uploaded into the Gene Expression Omnibus (GEO) database ( https://www.ncbi.nlm.nih.gov/geo/), which is available under accession number GSE192635. Differentially expressed genes (DEGs) of the samples were analyzed using DESeq software, and DEGs were screened strictly based on the cut-off values of |log2 Fold change|>1 and *P* value<0.05. The Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8 was used to analyze the GO functional enrichment and KEGG signaling pathways of the DEGs [18].

### Expression detection of target genes determined by qRT-PCR

The primers for the target genes were designed using Primer5 and tested using NCBI BLAST, which are listed in Table 1, produced by Generalbio (Chuzhou, China). RT-PCR was performed using 1 μg total RNA as template according to the instructions of the kit to synthesize the first chain of cDNA for direct use in fluorescence quantitative PCR. The SYBR qPCR SuperMix Plus kit (Vazyme, Nanjing, China) was used to configure the reaction system needed for qRT-PCR and placed in the PikoReal Real-Time PCR instrument (Thermo Scientific) for quantitative detection.

**Table:** **Table 1** Sequences of primers used for qRT-PCR analysis

Name	Forward primer (5′→3′)	Reverse primer (5′→3′)
*Slc2a1*	ATCGTCGTTGGCATCCTTATT	TGCAGGTCTCGGGTCACATC
*Nfkbia*	GCCTCTATCCACGGCTACCT	TCAGCCCCACATTTCAACAA
*Ccl24*	GTGACCATCCCCTCATCTTGC	TTGTATGTGCCTCTGAACCCA
*Mmp13*	CTACCATCCTGCGACTCTTGC	GCATTTCTCGGAGCCTGTCA
*Ppbp*	TGCCCACTTCATAACCTCCA	TGCCATCAGATTTTCCAGCT
*Vegfa*	GCTACTGCCGTCCGATTGA	CCTATGTGCTGGCTTTGGTGA
*Serpine1*	TAGCACAGGCACTGCAAAAGG	GATGACAAAGGCTGTGGAGGA
*Il1b*	TGCCACCTTTTGACAGTGATG	TGTGCTGCTGCGAGATTTG
*Ccl2*	CTGTGCTGACCCCAAGAAGG	GCTTGAGGTGGTTGTGGAAAA
*Ccl3*	CCCAGCCAGGTGTCATTTTC	GGCATTCAGTTCCAGGTCAGT
*Cxcl2*	CCACCAACCACCAGGCTACA	GCTTCAGGGTCAAGGCAAACT
*Cxcl12*	CAGTCAGCCTGAGCTACCGA	TGTTGTTCTTCAGCCGTGCA
*S100a9*	AGATGGAGCGCAGCATAACC	TGTGCTTCCACCATTTGTCTG
*Lcn2*	AGGCAATGCGGTCCAGAAA	TGGTTGTAGTCCGTGGTGGC
*Trf*	AAAACGGTCAAATGGTGCG	GAAGGACGGTCTTCATGTGGT
*GAPDH*	TGCCCAGAACATCATCCCT	GGTCCTCAGTGTAGCCCAAGA

### Statistical analysis

Data were analyzed using SPSS 22.0 and plotted using GraphPad Prism 5.0 software. Single-factor analysis of variance was used, and multiple comparisons were made using the Duncan test. *P*<0.05 was considered statistically significant.

## Results

### Determination of the characteristics of Se-PC

To analyze the characteristics of Se-PC, the content of the main functional elements was measured by ICP-MS, and the purity was determined by SDS-PAGE, native PAGE and spectrum analysis with a spectrophotometer.

As shown in Table 2, phycocyanin is a good selenium-enriched molecule, in which the content of selenium was concentrated from 0.068 mg/g of Se-SP to 0.86 mg/g of Se-PC, but other elements, such as Cr, Mn, and Zn, were reduced compared with PC. Meanwhile, Cr was concentrated from 0.002 mg/g SP to 0.022 mg/g PC, and the content of Zn remained almost unchanged in SP or PC, suggesting that selenium has a competitive advantage with phycocyanin compared to Cr and Zn.

**Table:** **Table 2** Main functional elements content in Se-PC or PC from *S*. *platensis*

Element (mg/g)	SP	PC	Se-SP	Se-PC
Se	0.002	0.031	0.068	0.86
Cr	0.002	0.022	0.006	0.004
Mn	0.025	0.009	0.01	0.005
Zn	0.430	0.440	0.34	0.18

The Se-PC purified from Se-enriched Spirulina exhibited a single absorption peak at 620 nm, and the fluorescence peak was detected at 670 nm, which was similar to PC ( Figure 1A,B). As shown in Figure 1A, the spectral purity of Se-PC was 3.20 (OD _620_/OD _280_). SDS-PAGE analysis showed that the molecular weights of the Se-PC subunits were approximately 17.5 kDa and 18.5 kDa ( Figure 1C). Native PAGE showed that Se-PC had a molecular weight of approximately 108 kDa. This is similar to the electrophoretic purity of Se-PC reported in the literature.

**Figure 1:**
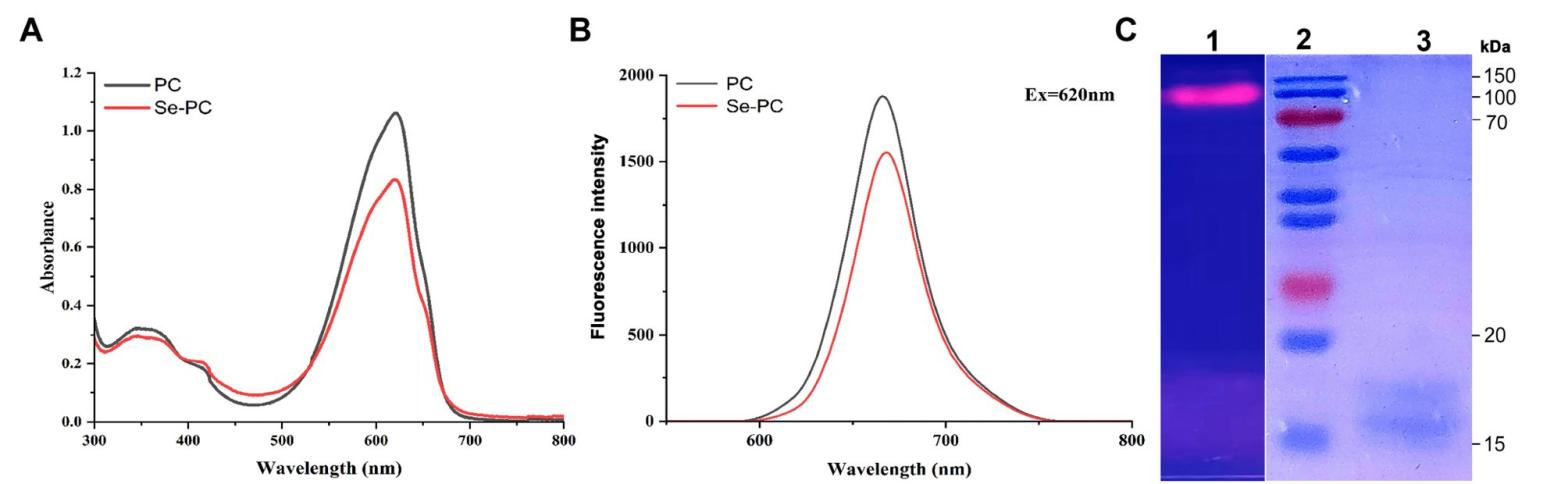
Figure 1 Spectral character and molecular weight analysis of Se-PC (A) Absorption spectra of Se-PC and PC. (B) Fluorescence spectra of Se-PC and PC. (C) SDS-PAGE and native-PAGE analysis of purified Se-PC. Lane 1: native PAGE, lane 2: protein markers, and lane 3: SDS-PAGE.

### Se-PC PDT induced ROS generation in the LLC cell line

To find a suitable concentration for PDT treatment, MTT method was used to assess the survival rate of PC PDT treatment with different concentrations. As shown in Figure 2C, the IC _50_ was 150 μg/mL with an irradiation dose of 26 J/cm ^2^; therefore, this concentration was used for the subsequent experiments. However, under this treatment condition, the survival rate of Se-PC PDT treatment reached 34% ( Figure 2D).

**Figure 2:**
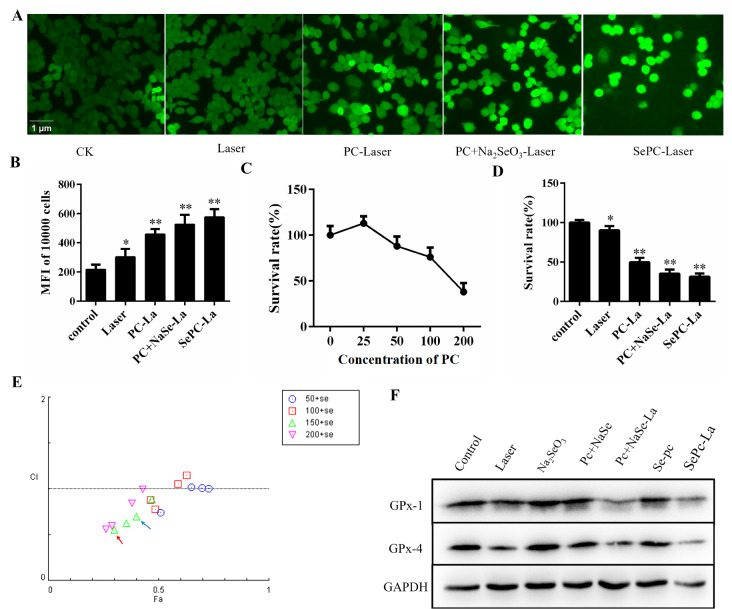
Figure 2 Se PC-PDT induced ROS generation in the LLC cell line (A) ROS levels in LLC cells, which were exposed to different concentrations of PC, PC+Na2SeO3 and Se-PC for 12 h after irradiation with a He-Ne laser, were detected by DCFH-DA-based assay. (B) The mean fluorescence intensity (MFI) was used to measure ROS levels. (C) Effect of Se-PC PDT on the survival rate of LLC cells at a concentration of 150 μg/mL. (D) Effect of PC PDT on the survival rate of LLC cells treated with different concentrations. (E) Drug combination index assay of PC and Na2SeO3 by the Chou-Talalay method. (F) GPX-1 and GPX-4 levels with different combination treatments between selenium and PC PDT.

To investigate whether Se-PC PDT treatment could increase the ROS level in LLC cells, the DCFH-DA-based assay was used to detect the ROS level. As shown in Figure 2A, ROS accumulation was observed after irradiation for 12 h. We found that the ROS levels were increased to the highest levels with 150 μg/mL Se-PC PDT treatment compared to PC PDT and PC+Na _2_SeO _3_ PDT treatment ( Figure 2B), in which the content of selenium in Na _2_SeO _3_ was the same as the content in Se-PC (0.86 mg/g).

To confirm the synergistic effect of selenium (Na _2_SeO _3_) and PC PDT, the Chou-Talalay method was used to assess the combination index (CI) at different concentrations of PC (50‒200 μg/mL) and selenium (0.143‒1.14 μg/mL) with regard to its antitumor effect by the MTT method. As shown in Figure 2E, CI>1 indicated an antagonistic effect, CI=1 indicated an additive effect, and CI<1 indicated a synergistic effect. The best combination condition was 150 μg/mL PC+1.14 μg/mL Na _2_SeO _3_ (Se: 0.57 μg/mL) with a CI value of 0.56. In our study, the content of selenium in 150 μg/mL PC was 0.13 μg/mL with a CI value of 0.70, indicating that selenium could enhance the effect of PC PDT, and the PDT effect can also increase with increased concentrations of selenium up to 0.57 μg/mL.

GPX is a selenium-dependent enzyme, and selenium may play roles in enhancing antioxidant defense systems [19]. To explore the effect of Se-PC PDT on the expression of GPx-1 and GPx-4, LLC cells were treated with 150 μg/mL Se-PC PDT and analyzed by western blot analysis after irradiation for 12 h. As shown in Figure 2F, there were almost no changes with Na2SeO3, Na2SeO3+PC or Se-PC treatment. However, an obvious decrease in the expression of GPx-1 and GPx4 was detected after irradiation in all PDT treatment groups.

### Inhibitory effect of Se-PC PDT on tumor-bearing mice

Using subcutaneous tumors in laboratory mice is a very common method among investigators to test antitumor immunity effects in response to PDT treatment because mice have intact immune systems.

The tumor-bearing mice, which were subcutaneously injected with LLC-luc cells, were divided into the following 5 groups: control, laser only, PC PDT (PC-la), Na _2_SeO _3_+PC PDT (NaSe+PC-La) and Se-PC PDT, which were then exposed to laser light of 630 nm at 100 J/cm ^2^ for 4 h after injection with 3 mg PC by the side of the tumor with or without selenium. At the end of the experiment, we performed *in vivo* imaging of tumor-bearing mice using a multifunction imager, at which point the tumor was dissociated, and the volume was recorded.

Based on the luminescence of the *in vivo* tumor imaging and dissociated tumor volume, we demonstrated that the inhibition rate of Se-PC PDT was the most obvious, reaching 90.1% among the PDT treatment groups, followed by the Na _2_SeO _3_+PC PDT group, the PC PDT group and the laser group by 68.3%, 53.1% and 40.7%, respectively. Analysis of body weight and health status showed that phycocyanin mixed with sodium selenite caused weight extenuation, exhibiting obvious side effects on mice; however, there were no changes in response to Se-PC PDT or PC PDT treatment compared to the control group ( Figure 3).

**Figure 3:**
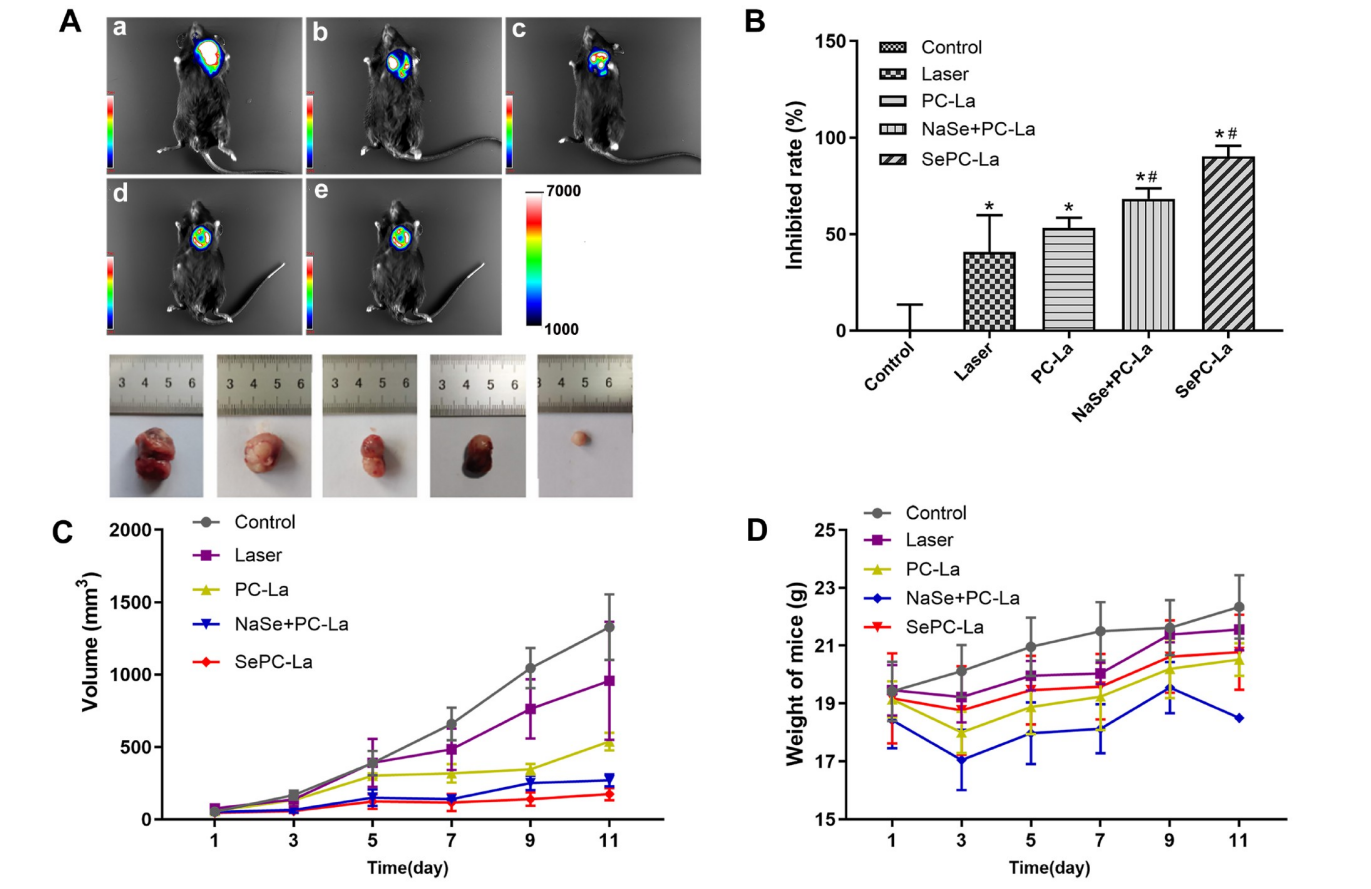
Figure 3 Inhibitory effect of PDT treatments on tumor growth (A) In vivo imaging of tumor-bearing mice. (a) Control; (b) Laser group; (c) PC-La group; (d) NaSe+PC-La group; (e) SePC-La group. (B) Inhibition rate of tumor growth in different treatment groups at the end of the experiment. (C) Tumor volume change in mice over 11 days. (D) Weight change in mice over 11 days.

### Metastasis inhibition in response to Se-PC PDT in tumor-bearing mice

To explore the metastasis of tumor cells in mice with or without PDT treatment, we dissociated the organs from LLC-luc tumor-bearing mice and imaged them using a multifunction imager. As shown in Figure 4A, after subcutaneous injection with LLC-luc cells in mice for 18 days, a large area of luminescence was observed in liver and lung tissues, and minimal luminescence was also observed in spleen and kidney. However, no luminescence was detected in normal tissues, including the heart, liver, spleen, lung and kidney, when LLC-luc tumor-bearing mice were treated with the three PDT regimens.

**Figure 4:**
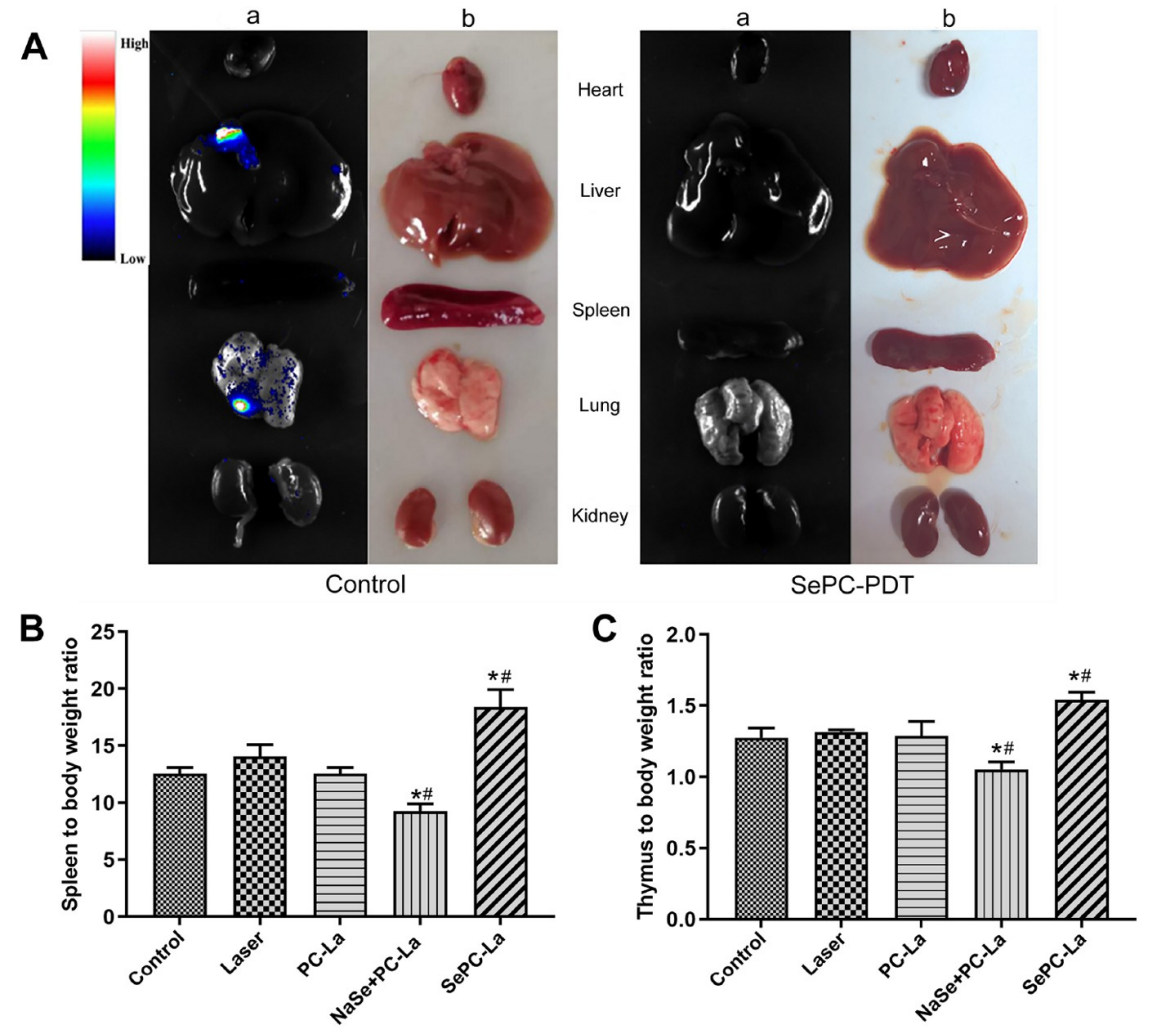
Figure 4 Metastasis inhibition of Se-PC PDT in tumor-bearing mice (A) Metastasis observation in the tissues of LLC-luc tumor-bearing mice. (B) Spleen index. (C) Thymus index. *P<0.05 vs control, #P<0.05 vs PC-PDT (n=9).

The thymus index and spleen index can be used to evaluate the PDT effect on the immune system of mice. Compared to the control group, Se-PC PDT treatment increased not only the spleen index but also the thymus index, which could be diluted by PC PDT plus Na _2_SeO _3_ treatment, suggesting a reduced effect of Na _2_SeO _3_ on organism immunity ( Figure 4B,C). Our observations revealed that Se-PC PDT treatment inhibited tumor metastasis by enhancing organism immunity but not in response to PC PDT plus Na _2_SeO _3_ treatment.

### Effect of Se-PC PDT on the antioxidase activity and immune response in normal tissues

We assessed the antioxidant enzyme activity of GSH-Px, SOD and MDA in the liver and lung tissues of mice treated with PC PDT, Se-PC PDT and PC PDT plus Na _2_ SeO _3_.

As shown in Figure 5, control and laser treatment alone showed no differences in either liver or lung tissues. The SOD and GSH-Px enzyme activities of Se-PC PDT and PC PDT plus Na _2_SeO _3_ treatment were higher than those of the PC PDT and control groups, indicating that the enzyme activities of GSH-Px and SOD were linked to the addition of selenium.

**Figure 5:**
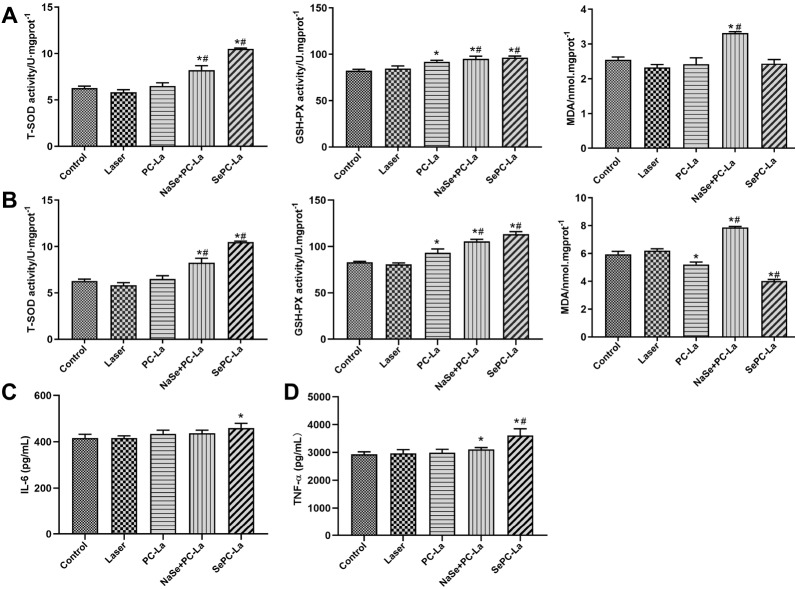
Figure 5 Effect of PDT regimens on antioxidase activity and immune response (A) The antioxidase activity of the liver. (B) The antioxidase activity of the lung. (C) Expression level of IL-6 in serum. (D) Expression level of TNF-α in serum. *P<0.05 vs control, #P<0.05 vs PC-PDT (n =9).

The results showed that MDA levels in the PC PDT plus Na _2_SeO _3_ group were higher than those of the control group, which were not changed in the PC PDT or Se-PC PDT groups ( Figure 5A) and were even lower than those of the control group ( Figure 5B), suggesting that Na _2_SeO _3_ potentiated membrane damage by the production of lipid peroxide in the liver and lung, and the organic selenium in PC (Se-PC) was safer than inorganic selenium (Na _2_SeO _3_) for normal tissues.

As a core cytokine, IL-6 plays an important role in the acquired immune response by stimulating antibody production and effector T-cell development. TNF-α is mediated through nearly all of the TNF-α receptors on tumor cells and many other cells. High doses of locoregional TNF-α can cause hemorrhagic necrosis via selective destruction of tumor blood vessels by generating specific T-cell antitumor immunity.

In our experiment, Se-PC PDT treatment in mice significantly increased the expression levels of IL-6 and TNF-α in serum to increase the immune response. However, there were almost no changes in response to other PDT treatments except for weakly higher levels of TNF-α in the PC PDT plus Na _2_SeO _3_ group, indicating the important role of selenium in antitumor immunity.

### Cell death type analysis in response to Se-PC PDT tumor treatment

To explore the type of cell death occurring in PDT-treated tumors, we analyzed cellular structure using histological sectioning, transmission electron microscopy (TEM) and expression levels of related genes.

Tumor pathological sections showed large areas of apoptosis in the PC PDT treatment (PC-La) group and a partial area of apoptosis in the Se-PC PDT group. We also observed cellular necrosis in the laser only group outside of the tumor and in the Se-PC PDT group, which also induced hematocyte breaking compared to the PC PDT group ( Figure 6A).

**Figure 6:**
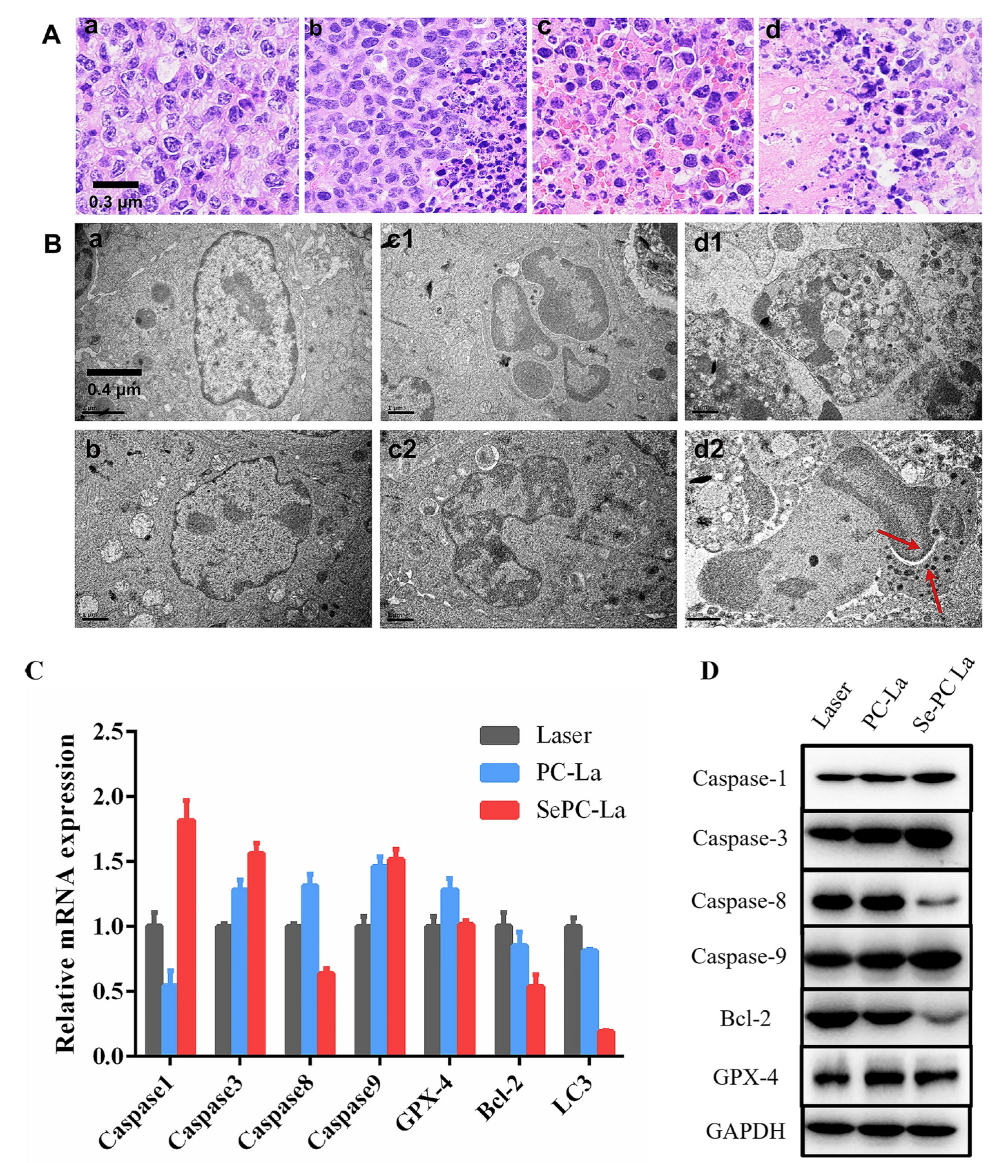
Figure 6 Cell death analysis of Se-PC PDT-treated tumors (A) Paraffin section of the tumor (400×). (a) Control; (b) Laser-only; (c) PC PDT; (d) Se-PC PDT. (B) TEM section of the tumor. (a) Control; (b) Laser-only; (c1 and c2) PC PDT; (d1 and d2) Se-PC PDT. (C) Expression levels of cell death-related genes determined by qRT-PCR. (D) Expression levels of cell death-related proteins determined by western blot analysis.

The TEM images revealed that PC PDT-treated cells exhibited cell membrane and organelle integrity ( Figure 6B) and a small number of phagocytic vacuoles ( Figure 6B). However, there was more digested chromatin, inflated mitochondria and incomplete cell membranes in the Se-PC PDT-treated cells ( Figure 5B) than in the control and laser only groups ( Figure 6B). In particular, the phagocytosis of apoptotic nuclei by a neutrophil is clearly shown in Figure 5B.

Morphological observations revealed that tumor cells treated with Se-PC PDT exhibited cellular necrosis, and those inside the tissue exhibited apoptotic nuclei and vacuoles in the cytoplasm in response to Se-PC PDT treatment. To further identify the cell death type, we also assessed the expression levels of related genes by qRT-PCR and western blot analysis.

Caspase-8 is the initiator caspase of extrinsic apoptosis and inhibits necroptosis. Caspase-1 is a typical marker of cell pyroptosis, and Caspase-9 is an initiator caspase of the mitochondria-dependent apoptosis pathway [20]. Bcl-2 is considered an important antiapoptotic protein [21], and LC3 and GPX-4 are typical markers for autophagy and ferroptosis [22].

As shown in Figure 6C, PC PDT treatment decreased the gene expression levels of Caspase-1, LC3, and Bcl-2 and increased the levels of GPX-4, Caspase-8, Caspase-9 and Caspase-3, indicating the classic cell death type of caspase-dependent apoptosis by inhibition of ferroptosis to avoid lipid peroxide for the cell membrane. However, Se-PC PDT enhanced the gene expression levels of Caspase1, Caspase-9 and Caspase-3 and reduced the expression levels of LC3, Caspase-8, and Bcl-2, exhibiting typical characteristics of pyroptosis and inhibition of autophagy.

To further confirm the role of selenium in PDT treatment, we also detected the levels of Caspase-1, Caspase-3, Caspase-8, Caspase-9, Bcl-2 and LC3 by western blot analysis. As shown in Figure 6D, both PC PDT and Se-PC PDT treatment increased the activity of cleaved Caspase-1, Caspase-3 and Caspase-9 and significantly reduced the activity of Bcl-2 and cleaved LC3, in which Se-PC PDT exhibited higher increased or reduced levels than PC PDT treatment. We also found that Se-PC PDT but not PC PDT treatment increased the level of Caspase-8 and decreased the level of VEGF.

Therefore, our results demonstrated that tumors treated with Se-PC PDT exhibited cellular pyroptosis and that those treated with PC PDT exhibited apoptotic nuclei. Selenium plays an important role in increasing the expression levels of Caspase-1, Caspase-3, Caspase-8, and Caspase-9 and decreasing the expression levels of Bcl-2 and LC3, which promote the development of cellular pyroptosis and apoptosis and increase the rate of tumor cell death.

### Transcriptome analysis of Se-PC-PDT on the tumors of mice

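Tumors of Lewis lung carcinoma (LLC), a transplantable mouse lung tumor, were sequenced in 3 groups of mice. The Laser group received irradiation only, the PC-La group received the photosensitizer phycocyanin (PC) before irradiation, and the SePC-La group received selenium-enriched phycocyanin (Se-PC) before irradiation. Each group had 2 samples, as the methods list them. The methods describe irradiation at 630 nm with 100 J/cm2 and injections every 3 days. The sample labels give 620 nm, 10 min of irradiation and injections every 5 days. Irradiation followed the injection by 4 h.

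The authors' deposited table holds a normalized value for each listed mouse gene in each sample. Neither the table nor the paper's text names its unit, the aligner or the annotation. The values behaved as FPKM, fragments counted on a gene relative to its exon length and to all fragments counted on genes in the sample. Low values were whole multiples of what 1 read is worth in a sample, and with the exon lengths of GENCODE M21 (genome build GRCm38) 97.7% of the expressed genes gave whole reads in all 6 samples. The totals recovered in this way were 15718323 and 17649489 reads in the Laser samples, 15628472 and 14965281 in the PC-La samples, and 14447792 and 17458769 in the SePC-La samples. The methods give the depth as a sequencing specification per sample, and the values here rest on the recovered reads.

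Genes with a mean of at least 1 FPKM over the 6 samples, 10853 in number, were tested with limma on log2(FPKM + 1), a scale that understates the fold changes of low genes. All 6 samples entered one fit, so the 3 groups shared one estimate of the spread. The paper screened its genes with DESeq at an absolute log2 fold change over 1 and an unadjusted p under 0.05. The same criterion was applied to the limma fit, beside Benjamini-Hochberg adjusted p-values.

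The replicates of the 3 groups were not equally close. Across genes, which are not independent replicates, log2 values correlated at 0.992 between the PC-La samples, 0.972 between the SePC-La samples and 0.946 between the Laser samples. Laser replicate 1 was closer to the PC-La samples, at 0.986 and 0.983, than to Laser replicate 2. SePC-La replicate 2 was closer to Laser replicate 1, at 0.975, than to SePC-La replicate 1. A chi-square of the recovered reads, which sampling noise alone holds at about 1 per gene, was 8.40 per gene for PC-La, 34.06 for SePC-La and 68.59 for Laser. With 2 samples per group, the spread of the Laser samples weighs on every comparison with Laser, and that of the SePC-La samples on the comparisons with SePC-La.

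**Figure D1:**
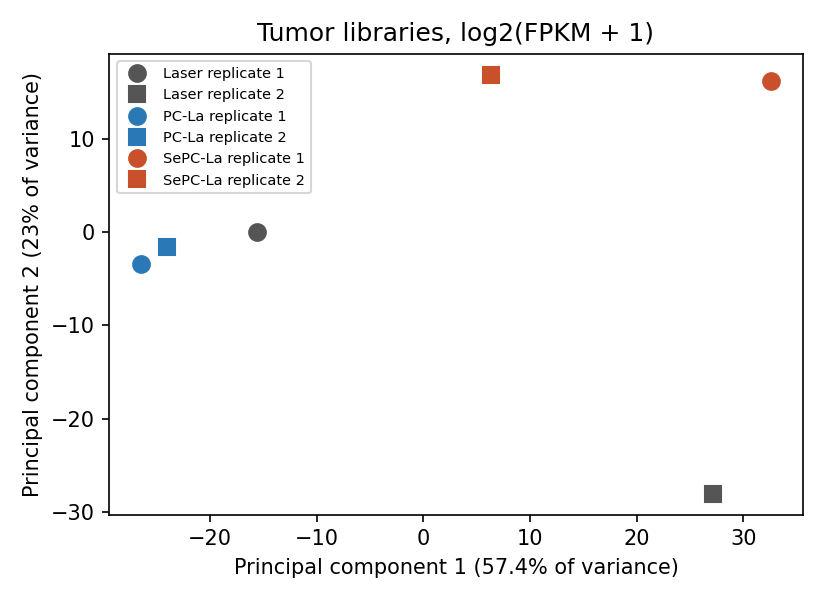
Principal components of log2(FPKM + 1) over 10853 genes; each point is 1 tumor sample, circles are replicate 1 and squares replicate 2. Component 1 (57.4% of variance) places Laser replicate 1 at -15.58, near the PC-La samples at -26.49 and -24.06, and Laser replicate 2 at 27.21, near SePC-La replicate 1 at 32.61, with SePC-La replicate 2 between at 6.31; component 2 (23% of variance) sets Laser replicate 2 apart at -28.04.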

To further explore the molecular mechanism of the therapeutic effect of selenium enrichment, we performed high-throughput sequencing on mRNAs of the tumor samples from three groups, including the laser only (Laser), PC PDT (PC-La), and Se-PC PDT (SePC-La) groups, in triplicate. According to the comparison of the top 20 enriched KEGG pathways between PC-La vs laser and SePC-La vs laser ( Figure 7A,B), the differential pathways in the Se-PC PDT group were mainly involved in seven signaling pathways ( Table 3). They were the IL-17 signaling pathway, chemokine signaling pathway, TNF signaling pathway, NOD-like receptor signaling pathway, Toll-like receptor signaling pathway, NF-κB signaling pathway and HIF-1 signaling pathway.

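At the paper's criterion, 140 genes differed between PC-La and Laser, 94 of them higher in PC-La and 46 lower. Between SePC-La and Laser, 74 genes met it, 59 higher and 15 lower in SePC-La. Between SePC-La and PC-La, 323 genes met it, 128 higher and 195 lower in SePC-La. With a pseudocount of 0.1 in place of 1, the SePC-La and Laser comparison gave 129 genes, 75 higher and 54 lower, so that the share of higher genes depends on how low genes are handled.

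An unadjusted p under 0.05 at any fold change was reached by 627, 1318 and 2637 genes in these comparisons, and chance alone gives about 543 of the 10853 genes tested. No gene had an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment. The smallest adjusted p was 0.406 for PC-La and Laser, 0.376 for SePC-La and Laser, and 0.0649 for SePC-La and PC-La. The same test was run on simulated samples with the number, depth and average within-group spread of the real ones. It gave an adjusted p under 0.05 to 93.3% of 200 genes, each with a mean of at least 5 FPKM, that were changed by 1.5 on the log2 scale among 10822 tested genes. Where nothing had changed, it called 22.2 of 10814 genes on average at the paper's criterion. The simulated genes were drawn independently, with the same spread in every group at a given mean level. The wider spread of the real Laser samples, differences in spread between genes of like level, and links between genes were left out. Neither value therefore measures the power or the false calls of the real fit.

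The genes that met the criterion all had non-overlapping groups. Among all tested genes, 42% did so for PC-La and Laser, 40.6% for SePC-La and Laser and 65.5% for SePC-La and PC-La, where chance gives 33.3%. Both comparisons with Laser called the same 16 genes, 15 of them in the same direction. Unchanged groups simulated against the same Laser samples shared 2.3 genes on average and 6 at most, out of 19.4 called in each comparison. The real lists were longer, at 140 and 74 genes, so these counts of shared genes are not comparable and decide nothing. The log2 fold changes of the 2 comparisons correlated at 0.067 across genes. Simulated unchanged groups of equal spread gave 0.50, because they share the Laser samples.

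Of the genes higher in PC-La than in Laser at the criterion, Gm4951 (chromosome 18 from 60212080 to 60247820), Klrb1b (chromosome 6 from 128813706 to 128826331) and Igtp (chromosome 11 from 58199556 to 58207591) had the smallest p. Igtp belongs to a family of interferon-inducible GTPases with similar copies, so the authors' counting could have split reads between members, and its call was lost with median-ratio scaling (log2 fold change 0.98) and with quantile normalization (1.00). Its FPKM was 45.7 and 56.7 in Laser, 99.9 and 107 in PC-La, and 88.2 and 85.5 in SePC-La. The genes lower in PC-La with the smallest p were Clec4d, Ms4a4a and Pf4. Pf4, on chromosome 5 from 90772435 to 90773383, had FPKM values of 58.7 and 82.9 in Laser and 17.4 and 15.6 in PC-La, a log2 fold change of -2.02 (standard error 0.28, adjusted p = 0.406 from limma).

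In SePC-La against Laser, Prss22, Alas2 and Upp1 were the higher genes with the smallest p, and Cryab, Col6a2 and AC126035.1 the lower ones. Upp1, which encodes uridine phosphorylase and lies on chromosome 11 from 9118103 to 9136170, rose from 14.4 and 12.6 FPKM to 41.8 and 32.9. Its log2 fold change was 1.4 (standard error 0.20, adjusted p = 0.376 from limma). KEGG's gene sets were not used here, so the enrichment of its pathways was not recomputed.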

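The genes that Table 3 assigns to these pathways were tested as lists with limma's camera, at an inter-gene correlation of 0.01 and with Benjamini-Hochberg adjustment over all lists and comparisons. Since the paper chose these genes from the same samples, the lists are not independent evidence.

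In SePC-La against Laser, every tested member of the lists was higher in SePC-La. The 7 genes of the IL-17 list had a median log2 fold change of 1.68 (adjusted p = 3.41e-07 from limma's camera). The chemokine list had a median of 1.09 over 6 tested genes (adjusted p = 1.1e-06 from camera). The TNF and NOD-like receptor lists hold the same 4 genes and had a median of 1.33 (adjusted p = 0.000112 from camera). The Toll-like receptor list had a median of 1.37 over 3 genes and the HIF-1 list 1.20 over 4 genes. The NF-κB list kept 2 tested genes, Nfkbia and Il1b, and was left untested.

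In PC-La against Laser, the same medians lay near 0, from -0.45 for the chemokine list to 0.13 for the Toll-like receptor list. The chemokine list had an adjusted p of 0.031 from camera, and lost that call in fits without the filter on low values, with a minimum of 5 FPKM, with only the 4 samples compared, and with voom on the recovered reads, an alternative added after the data were seen. None of these directions in PC-La held with each Laser sample left out. The chemokine median was 0.09 without Laser replicate 1 and -0.60 without Laser replicate 2, and the IL-17 median 0.39 and -0.54. The medians of SePC-La stayed above 0 in every case, at 2.71 and 0.82 for the IL-17 list.

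These camera results rest on the preset correlation. With limma's fry test, or with the correlation estimated from the 6 samples, none of the 24 tested lists had an adjusted p under 0.05 in any comparison; fry gave the IL-17 list 0.211 and the chemokine list 0.195 for SePC-La against Laser. From the KEGG enrichment of its own differentially expressed genes, the paper states that the differential pathways of the Se-PC PDT group were mainly these 7.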

**Figure 7:**
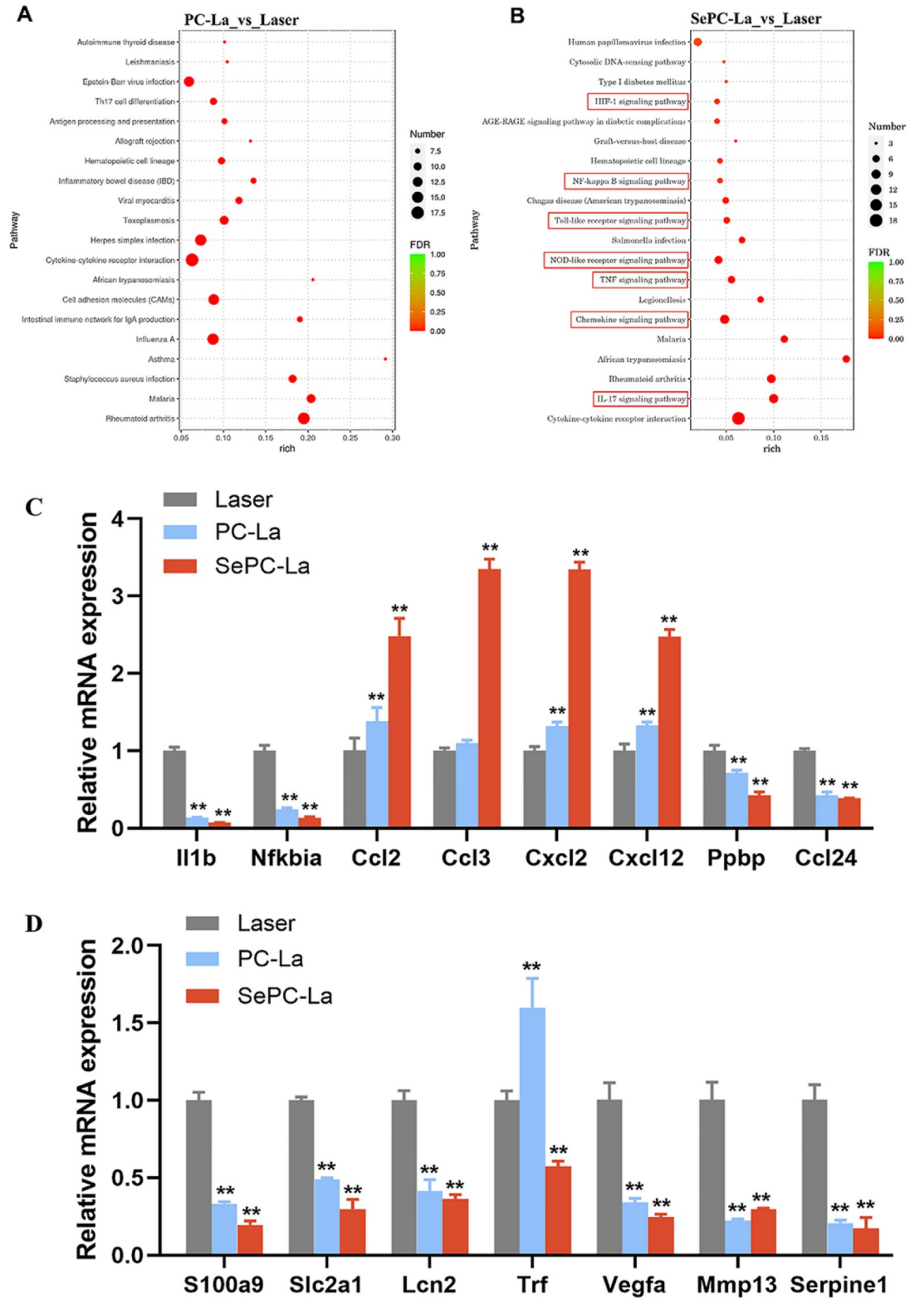
Figure 7 Main pathways according to KEGG analysis and expression levels of associated genes (A) PC-la vs laser. (B) SePC-La vs laser. (C) Gene expression levels of inflammatory factors. (D) Expression levels of genes related to cell metabolism, angiogenesis and metastasis.

**Table:** **Table 3** Enriched signaling pathways and the selected genes

Term	*P* value	Gene
IL-17 signaling pathway	1.75×10 ^–08^	*Nfkbia*, *Mmp13*, *Ccl2*, *Il1b*, *Lcn2*, *S100a9* and *Cxcl2*
Chemokine signaling pathway	8.74×10 ^–06^	*Ccl2*, *Ccl3*, *Cxcl2*, *Cxcl12*, *Nfkbia*, *Ccl24* and *Ppbp*
TNF signaling pathway	0.000133998	*Ccl2*, *Il1b*, *Cxcl2* and *Nfkbia*
NOD-like receptor signaling pathway	0.000222121	*Nfkbia*, *Cxcl2*, *Il1b* and *Ccl2*
Toll-like receptor signaling pathway	0.00080114	*Ccl3*, *Nfkbia* and *Il1b*
NF-κB signaling pathway	0.004326816	*Nfkbia*, *Il1b* and *Cxcl12*
HIF-1 signaling pathway	0.005831104	*Trf*, *Serpine1*, *Slc2a1* and *Vegfa*

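The paper assigns 15 target genes to the pathways of Table 3. Cxcl12 fell below the filter on low values, and 14 were tested.

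Against Laser, all 14 tested genes were higher in SePC-La, with a median log2 fold change of 1.23. All 14 had both SePC-La samples above both Laser samples. Chance gives non-overlapping groups, in either direction, for 33.3% of genes. The median was 1.80 without Laser replicate 1 and 0.78 without Laser replicate 2. The paper's criterion was met by 9 of them, including Ccl3, S100a9, Slc2a1, Lcn2 and Trf. Adjusted over the list alone, 10 of the 14 had an adjusted p under 0.05 from limma, and over all genes tested 0 did, with 12 at an unadjusted p under 0.05. The paper picked the list from these samples. Neither the counts of higher and non-overlapping genes nor the adjustment over the list alone is therefore independent evidence.

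PC-La differed less from Laser. Of the 14 genes, 5 were higher and 9 lower in PC-La, with a median log2 fold change of -0.24 (0.34 without Laser replicate 1 and -0.52 without Laser replicate 2), and 2 met the criterion, Ppbp and Trf. Only these 2 had non-overlapping groups. Adjusted over the list alone, 1 gene passed, and over all genes 0, with 2 at an unadjusted p under 0.05. As ratios of group means, 7 of the 15 genes were above Laser in PC-La. That count was 13 without Laser replicate 1, 1 without Laser replicate 2 and 3 without PC-La replicate 2. In SePC-La all 15 ratios were above Laser, and they remained so with each of the 4 samples left out in turn.

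Between SePC-La and PC-La, all 14 genes were higher in SePC-La, with a median of 1.41, and 13 had non-overlapping groups. The criterion was met by 9 genes. Adjusted over the list alone 10 genes passed and over all genes 0, with 10 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0868 from limma.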

Based on the analysis of RNA-seq data, the target genes of seven enriched pathways were confirmed, and they were divided into three groups: inflammatory factors ( Figure 7C), cell metabolism, angiogenesis and metastasis ( Figure 7D) after comparison of the gene expression levels among the laser only, PC PDT and Se-PC PDT groups.

Increasing evidence indicates that the tumor microenvironment and tumor-associated inflammation may play critical roles in disease progression. IL-1B is an inflammatory chemokine expressed via the NF-κB (gene Nfkbia) signaling pathway that plays important roles in tumor initiation and metastasis [23].

Chemokines such as CCL2 and G-CSF [ 24– 26], which are secreted by tumor or endothelial cells, are responsible for leukocyte attraction. As a potent chemokine for lymphocytes and monocytes, CCL3 plays a critical role in regulating lymph node homing of dendritic cell subsets and induces antigen-specific T-cell responses [27]. CCL24 (eotaxin-2) is one type of eotaxin [28] and is the primary chemotactic factor for eosinophils. Elevated expression of eotaxins also occurs in tumors and is associated with the recruitment of eosinophils into the tumor niche. Some results have shown that the expression of CXCL2 is associated with NF-κB activation involved in tumor invasion and metastasis [29], and the chemokine CXCL12 recruits immune cells infiltrating cancerous foci [30] and triggers tumor-associated inflammation. 

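The paper does not state whether Figure 7C shows sequencing or qRT-PCR, for which Table 1 lists primers; the values given here are FPKM of the sequenced tumors. Il1b, on chromosome 2 from 129364570 to 129371139 of GRCm38, encodes the cytokine interleukin-1β. Its FPKM was 68.2 and 6.36 in the Laser samples, 51.5 and 69.6 in PC-La, and 107 and 102 in SePC-La. The group means were 37.3 ± 43.7 (SD, n = 2), 60.5 ± 12.7 (SD, n = 2) and 104 ± 3.5 (SD, n = 2). The log2 fold change of SePC-La against Laser was 2.22 (standard error 1.06, adjusted p = 0.461 from limma), and it was 0.61 against Laser replicate 1 alone. That of PC-La was 1.43 (standard error 1.06, adjusted p = 0.764 from limma) and turned to -0.19 without Laser replicate 2, so its direction rests on that sample.

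Nfkbia, which encodes the NF-κB inhibitor IκBα on chromosome 12 from 55489410 to 55492647, stood at 79.6 ± 31.2 FPKM in Laser, 60.4 ± 2.89 in PC-La and 154 ± 28.3 in SePC-La (SD, n = 2 each). It was 1.94 times the Laser mean in SePC-La and 0.759 times in PC-La. The log2 fold change in SePC-La was 0.99 (standard error 0.28, adjusted p = 0.376 from limma), or 0.58 without Laser replicate 2. It met the criterion only with median-ratio scaling, at 1.07. In PC-La it was -0.34 and became 0.07 without Laser replicate 1. Ccl24, on chromosome 5 from 135569937 to 135573049, was the least expressed of the target genes that passed the filter. Its FPKM was 0.639 and 1.79 in Laser, 0.741 and 0.206 in PC-La, and 4.38 and 3.36 in SePC-La, from 4 to 82 reads per sample. Its log2 fold change was 1.18 in SePC-La (standard error 0.32, adjusted p = 0.376 from limma) and -0.56 in PC-La (standard error 0.32, adjusted p = 0.753), where the groups overlapped.

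Of the chemokines, Ccl2 (chromosome 11 from 82035571 to 82037453) was the most abundant, with 217 ± 23.6 FPKM in Laser, 219 ± 56.9 in PC-La and 416 ± 27.4 in SePC-La (SD, n = 2 each). Its log2 fold change in SePC-La was 0.94 (standard error 0.20, adjusted p = 0.376 from limma), between 0.83 and 1.05 with each sample left out. Over the other alternatives it ran from 0.685 to 1.02, the highest with median-ratio scaling, where it met the criterion. In PC-La it was -0.01 and not distinguishable from Laser. Ccl3 (chromosome 11 from 83647844 to 83649355) was 2.53 times the Laser mean in SePC-La and 1.04 times in PC-La. Its log2 fold change was 1.37 in SePC-La, or 0.78 without Laser replicate 2, and in PC-La it turned from 0.13 to -0.46 without that sample. Cxcl2 (chromosome 5 from 90903871 to 90905938) had 31.6 and 6.74 FPKM in Laser, 11.4 and 7.27 in PC-La, and 48.7 and 51 in SePC-La. Its ratio to Laser was 2.6 in SePC-La and 0.488 in PC-La. The log2 fold change of SePC-La was 1.68 (standard error 0.68, adjusted p = 0.413 from limma), or 0.64 without Laser replicate 2. Cxcl2 did not meet the criterion there with the settings of the text. It did with median-ratio scaling (1.76) and with the replicate number as a block. The log2 fold change of PC-La was -1.68 without Laser replicate 2 and 0.39 without Laser replicate 1.

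Cxcl12 (chromosome 6 from 117168535 to 117181367) lay below the filter, with 0.677 and 0.173 FPKM in Laser, 0.407 and 0.45 in PC-La, and 1.35 and 2 in SePC-La. These values stand for 25 to 286 reads. Without the filter its log2 fold change was 0.92 in SePC-La (standard error 0.22, adjusted p = 0.494 from limma) and 0.03 in PC-La.

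**Figure D2:**
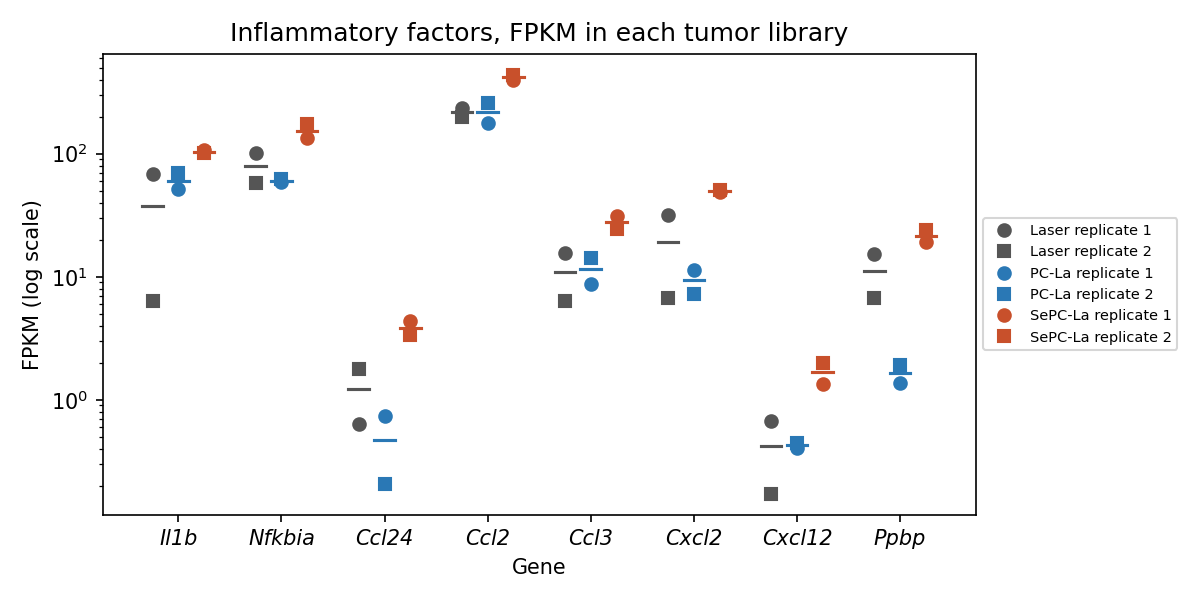
FPKM on a log axis for 8 genes of inflammatory factors; each point is 1 tumor sample (circles replicate 1, squares replicate 2) and the line is the mean of the group. Both SePC-La samples lie above both Laser samples for each gene, and Laser replicate 2 lies far below Laser replicate 1 for Il1b (6.36 against 68.2) and Cxcl2 (6.74 against 31.6).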

Our results indicated that both Se-PC PDT and PC PDT treatment dramatically downregulated the gene expressions of IL-1b, Nfkbia and Ccl24 and upregulated the gene expressions of Ccl2, Ccl3, Cxc12 and Cxcl12, in which Se-PC PDT treatment induced markedly higher expression levels than PC PDT treatment ( Figure 7C). Platelets activate the granulocyte-expressed receptor CXCR2 by secreting the chemokine CXCL7 (Ppbp gene) and recruiting granulocytes, contributing to tumor cell extravasation from the blood [31].

Tumor cells secrete vascular endothelial growth factor VEGF (gene Vegfa), which creates a proangiogenic environment [32]. MMP-13 expression is regulated by Serpine1 (PAI-1), which is known to inhibit the plasminogen activator enzyme and is related to malignancies by influencing tumor invasion, angiogenesis and metastasis [33]. Transcriptional activation of genes that are upregulated by TGF-β is dependent on PAI-1 expression level in an inflammatory environment. Our data showed that both Se-PC PDT and PC PDT treatment markedly downregulated the gene expressions of Vegfa, Ppbp, Mmp13 and Serpine1 to inhibit tumor proliferation and metastasis.

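In the sequenced tumors, Ppbp fell beyond the replicate spread in PC-La, while Vegfa and Mmp13 did not. It lies on chromosome 5 from 90768518 to 90770063, and had 15.4 and 6.7 FPKM in Laser, 1.36 and 1.91 in PC-La, and 19 and 24.1 in SePC-La. On the log2 scale it changed by -2.10 in PC-La (standard error 0.36, adjusted p = 0.43 from limma), from -2.65 to -1.55 with each sample left out. In SePC-La it was 0.99 (standard error 0.36, adjusted p = 0.388 from limma), from 0.44 without Laser replicate 2 to 1.54 without Laser replicate 1, and just over the fold change of the criterion with a pseudocount of 0.1 (1.06), median-ratio scaling (1.07) or quantile normalization (1.01).

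Vegfa, on chromosome 17 from 46016993 to 46032369, had a mean of 24.1 ± 12.3 FPKM in Laser, 17.6 ± 1.89 in PC-La and 52.8 ± 10.3 in SePC-La (SD, n = 2 each). PC-La was within the spread of Laser, with a log2 fold change of -0.35 (standard error 0.35, adjusted p = 0.794 from limma) that turned to 0.17 without Laser replicate 1. SePC-La was above both Laser samples, with a log2 fold change of 1.18 (standard error 0.35, adjusted p = 0.376 from limma), or 0.66 without Laser replicate 2.

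Mmp13 (chromosome 9 from 7272514 to 7283331) varied widely between the Laser samples, at 9.09 and 0.827 FPKM. It had 4.79 and 11.5 FPKM in PC-La and 25.2 and 17.1 in SePC-La. On the log2 scale Mmp13 rose by 2.34 in SePC-La (standard error 0.89, adjusted p = 0.408 from limma), and by 1.11 without Laser replicate 2. It lost the criterion with a pseudocount of 0.1, with a minimum of 5 FPKM, with only the 4 samples compared and with the replicate number as a block. In PC-La it was 0.99 and turned to -0.24 without Laser replicate 2.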

S100a9 induces translocation of the adaptor protein MyD88 from the cytoplasmic space to the receptor in the cell membrane to activate some transcription factors, such as p38 and NF-κB [34]. Solute carriers (SLCs) of the glucose transporter GLUT1 (gene family name Slc2a1) accelerate metabolism as a preeminent actor in tumors [35]. LCN2 (gene family name Lcn2), which binds to iron-loaded catecholate through the LCN2 receptor (LCN2R), increases intracellular iron to protect tumor cells from ROS-induced damage and apoptosis [36]. Transferrin (gene Trf) may be attributed to iron requirements, with iron being an important cofactor of the ribonucleotide reductase enzyme involved in the synthesis of DNA in rapidly dividing cells [37].

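S100a9, a calcium-binding protein gene on chromosome 3 from 90692632 to 90695721, had 104 and 14.1 FPKM in the Laser samples, 96.8 and 52.5 in PC-La, and 226 and 300 in SePC-La. The ratio to the Laser mean was 1.26 in PC-La and 4.44 in SePC-La. The log2 fold change of SePC-La was 2.71 (standard error 0.96, adjusted p = 0.396 from limma) and 1.31 without Laser replicate 2. In PC-La it was 0.86 (standard error 0.96, adjusted p = 0.816), and -0.54 without Laser replicate 2, so no direction can be given for PC-La. S100a9 no longer met the criterion in SePC-La with quantile normalization, with a minimum of 5 FPKM, or with only the 4 samples of the comparison in the fit.

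Slc2a1, the gene of the glucose transporter GLUT1, lies on chromosome 4 from 119108711 to 119137983. It had 58.7 ± 14.9 FPKM in Laser, 49 ± 3.43 in PC-La and 124 ± 24.7 in SePC-La (SD, n = 2 each). SePC-La was higher by 1.07 on the log2 scale (standard error 0.22, adjusted p = 0.376 from limma), from 0.81 to 1.33 with each sample left out, and by 0.95 with quantile normalization, which is under the fold change of the criterion. PC-La did not differ beyond the replicate spread (log2 fold change -0.24, standard error 0.22, adjusted p = 0.782 from limma, and 0.02 without Laser replicate 1).

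Lcn2, on chromosome 2 from 32384633 to 32388252, was a low gene with 4.97 and 1.71 FPKM in Laser, 2.22 and 2.42 in PC-La, and 8 and 11.3 in SePC-La. Lcn2 rose by 1.39 on the log2 scale in SePC-La (standard error 0.38, adjusted p = 0.376 from limma; 0.82 without Laser replicate 2), and changed by -0.28 in PC-La (standard error 0.38, adjusted p = 0.839), where it became 0.29 without Laser replicate 1.

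**Figure D3:**
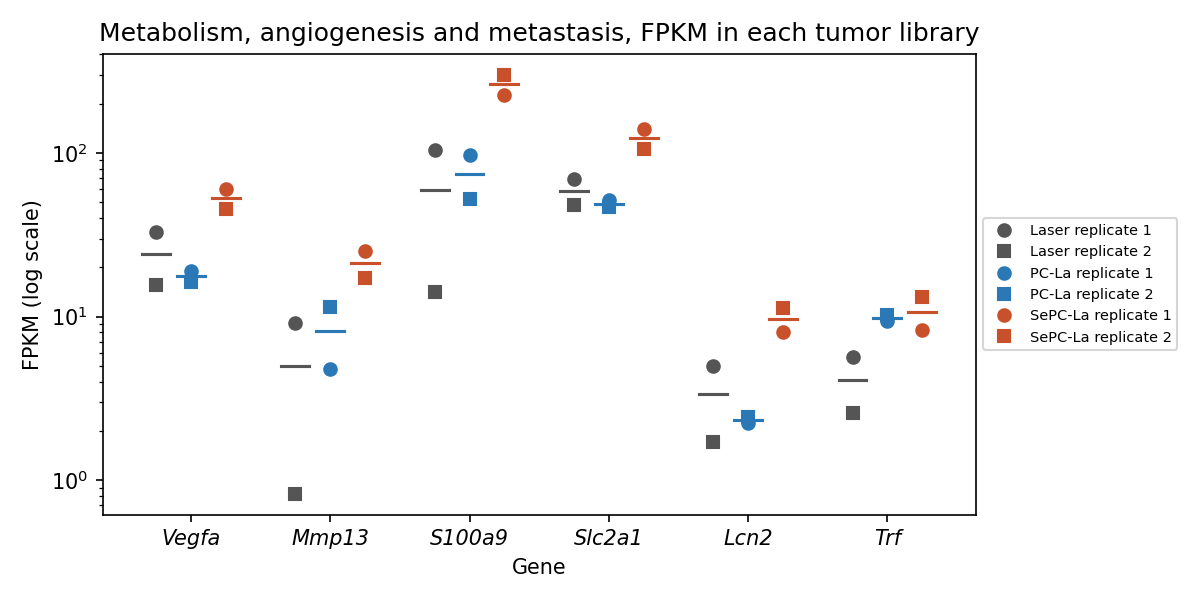
FPKM on a log axis for 6 genes of cell metabolism, angiogenesis and metastasis; each point is 1 tumor sample (circles replicate 1, squares replicate 2) and the line is the mean of the group. Both SePC-La samples lie above both Laser samples for each gene, and for Trf both PC-La samples do too.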

In our experiment, both PDT treatment of Se-PC and PC downregulated the gene expressions of S100a9, Slc2a1, and Lcn2 to slow tumor proliferation by regulating cell metabolism and iron binding. However, Se-PC PDT treatment downregulated but PC PDT upregulated the gene expression level of Trf, suggesting that Se-PC PDT rapidly inhibits the proliferation of tumor cells, in contrast to PC PDT treatment.

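In the sequenced tumors Trf, on chromosome 9 from 103204001 to 103230444, was higher than Laser in both groups. Its FPKM was 5.65 and 2.56 in Laser, 9.35 and 10.2 in PC-La, and 8.3 and 13.1 in SePC-La. Trf rose by 1.15 on the log2 scale in PC-La (standard error 0.33, adjusted p = 0.753 from limma) and by 1.23 in SePC-La (standard error 0.33, adjusted p = 0.376 from limma). With each sample left out it stayed between 0.70 and 1.6 in PC-La and between 0.78 and 1.69 in SePC-La. SePC-La and PC-La did not differ from each other (log2 fold change 0.09, standard error 0.33, adjusted p = 0.884 from limma). From the opposite directions it reports for Trf, the paper proposes that Se-PC PDT rapidly inhibits the proliferation of tumor cells, in contrast to PC PDT.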

## Discussion

The antitumor effects of PDT are resulted from the combination of three different *in vivo* mechanisms, namely, direct PDT cytotoxicity to tumor cells, destruction of the tumor microvasculature and induction of an acute local inflammatory response, leading to activation of the host immune system [4]. However, the molecular mechanism of Se-PC PDT, particularly the synergistic effect of PC PDT and selenium, has not been well defined. In this study, we designed three kinds of photosensitizers to determine differences in response to selenium addition: PC, selenium-enriched PC and PC mixed with Na _2_SeO _3._

Our *in vitro* experiment showed that Se-PC PDT could more efficiently reduce the survival rate of the LLC cell line than PC PDT treatment by increasing the level of ROS and decreasing the levels of GPx1 and GPx4. The Chou-Talalay assay confirmed that selenium could enhance the effect of PC PDT with a combination index (CI) value of 0.70, indicating that the combination of selenium and PC PDT exhibits a good synergistic effect against lung cancer cells.

In an *in vivo* experiment, we found that the tumor inhibition rates of the Se-PC PDT, PC PDT plus Na _2_SeO _3_ and PC PDT groups reached 90.4%, 68.3% and 53.1%, respectively. We also demonstrated that Se-PC PDT treatment inhibited tumor metastasis by enhancing organ immunity but not PC PDT plus Na _2_SeO _3_ treatment, which also increased MDA levels in both liver and lung tissues, suggesting that the organic selenium in PC (Se-PC) was more effective against tumors and safer than inorganic selenium (Na _2_SeO _3_) for normal tissues. TEM analysis revealed that tumor treated with Se-PC PDT exhibited cellular pyroptosis and apoptotic nuclei after PC PDT treatment.

Caspase-8 is the molecular switch for apoptosis [38], necroptosis and pyroptosis. Caspase-8 most likely acts upon Caspase-3. When necroptosis is inhibited or the apoptotic pathway is incomplete, pyroptosis is induced. Based on the transcriptome analysis, we summarized the possible molecular mechanism of the Se-PC PDT regimen in tumor-bearing mice. After absorption of PC in tumors and irradiation with laser, ROS are produced in tumor cells to induce extracellular apoptosis by increasing the activity of Caspase-8 and Caspase-3 and decreasing the activity of Bcl-2, an important factor for cell proliferation. Using Se-PC as a photosensitizer in tumors, pyroptosis was the primary type of tumor death by increasing the activity of Caspase-1 and Caspase-3 and reducing the activity of Caspase-8 and Bcl-2. Meanwhile, both Se-PC PDT and PC PDT treatment inhibited tumor initiation and metastasis by downregulating the expression levels of Vegfa, Mmp13 and Serpinel via the HIF-1 pathway and IL-1b and Nfkbia via the NF-κB and TGF-β signaling pathways. Moreover, Se-PC PDT treatment may dilute tumor metabolism and proliferation by depressing the activity of the glucose transporter GLUT1 (gene Slc2a1) and the iron transport-related factors LCN2 (gene Lcn2) and transferrin (gene Trf), which reduce the synthesis of hemoglobin and inhibit ferroptosis.

C-PC-mediated PDT was reported to activate the immune system, including amplification of leukocyte activity [15]. In our experiment, the obvious differentiation between Se-PC PDT and PC PDT treatment was tumor-associated inflammation. 

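The fold changes of SePC-La against PC-La do not involve the Laser samples, but the standard errors and adjusted p-values of the shared fit do, through the common estimate of the spread. Of the inflammatory genes of Figure 7C, Ppbp differed most, being 13.2 times higher in SePC-La (log2 fold change 3.09, standard error 0.36, adjusted p = 0.0868 from limma). Cxcl2 was 5.32 times higher (log2 fold change 2.32) and Ccl24 8.17 times, the latter on 4 and 15 reads in PC-La. Nfkbia (log2 fold change 1.32), Ccl3 (1.24) and Ccl2 (0.95) were also higher in SePC-La, and Cxcl12 was 3.92 times higher. Il1b was 1.73 times higher, with both SePC-La samples above both PC-La samples (log2 fold change 0.79, standard error 1.06, adjusted p = 0.666 from limma). That standard error carries the spread of the Laser samples, and over the alternatives the adjusted p went from 0.052, with only the 4 samples of the comparison in the fit, to 0.755.

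The genes with the smallest p among those higher in SePC-La were Adam8 (chromosome 7 from 139978932 to 139992562), Adm2 (chromosome 15 from 89322720 to 89324731) and F10 (chromosome 8 from 13037308 to 13056676). Adam8, a metalloprotease gene, had 17.1 and 19.6 FPKM in PC-La and 54.8 and 51.3 in SePC-La, with 37.4 and 36.2 in Laser between them. Its adjusted p was 0.0649 from limma. The lower genes with the smallest p included F830016B08Rik and Meiob.

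Among the gene lists, that of neutrophil genes had a median log2 fold change of 1.67 with all 15 tested genes higher in SePC-La (adjusted p = 3.36e-09 from limma's camera, 0.195 from fry). The MHC class II list had a median of -1.73 with all 7 genes lower (adjusted p = 0.000353 from camera, 0.211 from fry). Macrophage, T cell and NK cell lists did not pass either test. When only the 4 samples of this comparison were fitted, 637 genes had an adjusted p under 0.05 from limma, where the spread between the Laser samples does not enter.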

ROS also initiated the inflammatory reaction by the NF-κB pathway to secrete chemokines both in tumor cells and the tumor microenvironment, such as CCL2, CCL3, CXCL2, and CXCl12, which were upregulated by Se-PC PDT, and CCL24 and CXC17, which were downregulated by Se-PC PDT in the tumor niche. These chemokines enhanced the recruitment of leukocytes and lymphocytes, which induced an antigen-specific T-cell response to inhibit cell proliferation and metastasis and phagocytose dead cells in the tumors.

The biological effect of selenium is dose dependent. In the range of certain concentrations, selenium can promote the production of GSH-Px, but [GSH+SeO _3_^2^] will be produced and cytotoxic to the cell at higher doses when O _2_ is present. In our experiment, ROS were produced after irradiation and triggered cell death, including apoptosis and pyroptosis, when tumors were treated with higher concentrations of Se-PC. Simultaneously, the Se-PC peptide can enter the blood circulation, and irradiation promotes the synthesis of antioxidant enzymes and the immune response by the IL-6/TNF-α pathway to protect normal tissues against tumor metastasis ( Figure 8).

**Figure 8:**
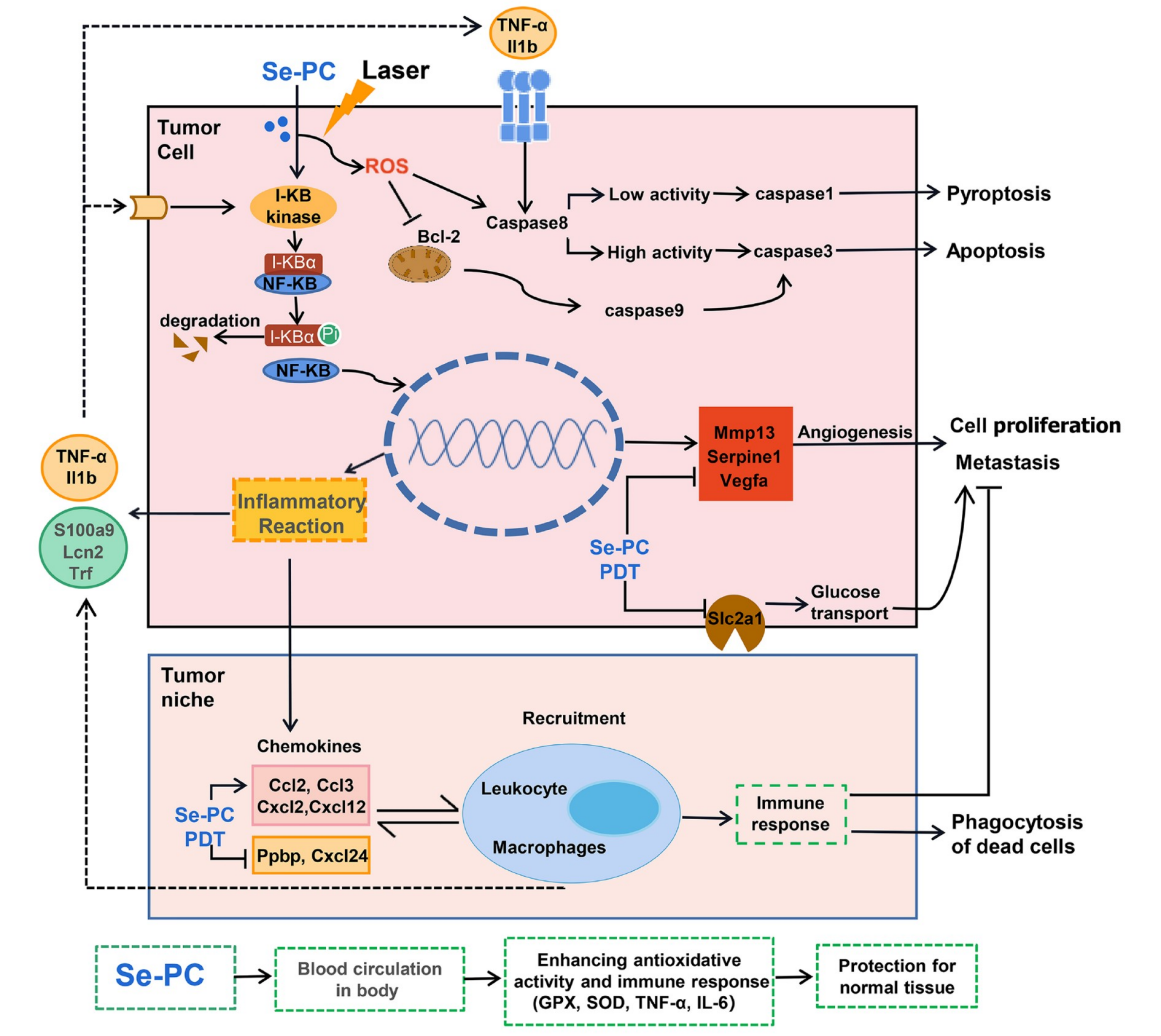
Figure 8 Molecular mechanism analysis of Se-PC-PDT-treated tumors

In summary, the antitumor effect of Se-PC PDT may address ROS-induced tumor-associated inflammation, and Caspase-8 switches cell death by inhibiting cell proliferation and angiogenesis, diluting cell metabolism and enhancing antioxidant activity and immune capacity in normal tissues. Taken together, our study provides a successful strategy to enhance the phototherapy efficacy by combining PDT and Se-PC from Spirulina platensis against lung cancer.

How the deposited data were processed for this re-analysis (not part of the article)

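Gene expression was measured by RNA sequencing in 6 mouse tumors, 2 from each of the groups Laser, PC-La and SePC-La. The methods and the sample labels list 2 samples per group, while the paper's results text describes the sequencing as done in 3 samples per group; the 6 samples of the labels were used. The labels and the paper also differ in the wavelength (620 and 630 nm), the interval between injections (5 and 3 days) and the description of the irradiation (10 min and 100 J/cm2).

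The authors deposited 1 table of FPKM values, with a row for each gene and a column for each sample. The paper's text describes RNA extraction, library sequencing on an Illumina instrument, screening of genes with DESeq and KEGG enrichment with DAVID. It does not name the unit of the table, the aligner, the annotation or the genome build. The unit was settled from the values. Multiplied by the merged exon length of each gene in GENCODE M21 (GRCm38), they gave whole reads with a single total per sample. All 6 values were whole for 97.7% of the expressed genes with an exon length, and between 97.70% and 97.88% of the values of a sample were whole. The recovered totals ranged from 14447792 to 17649489 reads with a median of 15673397. Of the genes listed, 5091 were at 0 in all samples and 16808 were above 0 in at least 1. The authors' values were used as deposited, with no further scaling between samples. Every column of the table was used.

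Differences were computed with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1). Genes with a mean of at least 1 FPKM over the 6 samples were kept, 10853 in number. The fit had a mean for each group and no intercept, and empirical Bayes moderation with a trend on mean expression and robust estimation, which gave 6.4 degrees of freedom for most genes, 3.4 of them from the prior. The criterion of the paper (absolute log2 fold change over 1 and unadjusted p under 0.05) and a Benjamini-Hochberg adjusted p under 0.05 were both applied. With 2 samples against 2, a gene's groups do not overlap by chance in 33.3% of cases. Leaving out a sample leaves 1 in its group, so those values are given without a p. Standard errors are those of the shared fit. Ratios to Laser are ratios of mean FPKM.

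Gene lists were tested with limma's camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 24 lists and 3 comparisons. There were 27 lists, written before the data were examined: 8 from the genes of Table 3, a list of the cell death genes of Figure 6C, and lists of genes for hypoxia, neutrophils, macrophages, T cells, NK cells, B cells, MHC class II presentation, interferon response, proliferation, skeletal muscle, adipocytes, keratinocytes, endothelium, fibroblasts, erythroid cells, selenoproteins, NRF2 oxidative stress response and heat shock. Lists with fewer than 3 genes past the filter were left untested, namely the NF-κB list (2 genes past the filter), the B cell list (0) and the keratinocyte list (1). Lists of interferon gamma GTPases, platelet genes and glycolysis genes were added later for single tests.

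The genes named in the text were chosen before the data were examined: every gene the paper names in its results, tables and Figure 6C, the members of a reported list, and for each comparison the 3 genes with the highest and the 3 with the lowest log2 fold change at an adjusted p under 0.05 with non-overlapping groups. As no gene had such a p, the 3 higher and 3 lower genes with the smallest p among those that met the paper's criterion were taken. Results of some single genes are not reported here; these genes still enter the fits and the lists.

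The scripts were tested on simulated data, with genes drawn independently and the same spread in every group at a given mean level. With 200 of 10822 genes changed by 3 on the log2 scale, all were recovered, and the median estimate was 2.72. With a change of 1.5 it was 1.38, because the pseudocount shrinks the changes of low genes. In 5 simulations a raised list of 19 genes was called each time, and 4 of 327 unchanged lists were called. As the genes were independent, these counts do not test camera's preset correlation on lists whose genes vary together.

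Alternatives were a pseudocount of 0.1, no filter on low values, a minimum mean of 5 FPKM, median-ratio scaling, quantile normalization, no trend, no robust estimation, only the 4 samples compared in the fit, the replicate number as a block, other thresholds, other set tests, and each sample left out in turn. The limma voom method on the recovered reads was added after the data were seen. Alternatives that need deposited read counts were not run, since the table holds FPKM. KEGG's gene sets were not used here. Coordinates are those of GENCODE M21 on GRCm38. Tables and plots were made with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.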

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

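These gene lists were set before the data were examined and show differences in genes that the paper does not discuss. Except for the test of interferon gamma GTPases, the tests of their explanations were chosen only after the result was seen. Each adjusted p is from limma's camera with the preset inter-gene correlation; under limma's fry, or with the correlation estimated from the 6 samples, none of the lists passed an adjusted p of 0.05, and the range over all alternatives is given with each.

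The 7 genes of MHC class II presentation were higher in PC-La than in Laser, with a median log2 fold change of 2.35 (adjusted p = 1.98e-10 from camera, 0.211 from fry, and from 2.46e-11 to 0.355 over the alternatives). Both PC-La samples were above both Laser samples in their mean level, at 6.15 and 6.48 against 4.92 and 3.40 on the log2 scale. Cd74 had 194 and 55.3 FPKM in Laser, 475 and 599 in PC-La, and 182 and 141 in SePC-La. The 11 tested genes of the interferon response were also all higher in PC-La, with a median of 1.06 (0.82 without Laser replicate 2; adjusted p = 4.13e-11 from camera, 0.195 from fry, and from 3.14e-12 to 0.355 over the alternatives). Laser replicate 2 does not account for the direction, since the MHC class II median was 1.46 against Laser replicate 1 alone, but that sample raises the size, to 3.25 without Laser replicate 1. Median-ratio scaling left the MHC class II median at 2.33, and a lower share of tumor cells would raise the markers of other cells by as much as the MHC class II genes. Macrophage markers rose by far less, with a median of 0.33 (from 0.24 to 0.30 with a sample left out), and endothelial ones by 0.16. Fibroblast (0.90) and T cell markers (0.47) were also higher. Their medians were 0.01 and 0.06 without Laser replicate 2, and 1.93 and 0.90 without Laser replicate 1, so their size rests on that group's spread. A lower share may add a part and is not the whole of it. A candidate explanation is a response to interferon gamma. GTPase genes that it induces, 10 genes outside the lists, were all higher in PC-La than in Laser, as that explanation predicts. Their median was 0.96, with single genes from 0.53 to 1.19. The GTPase median was not computed with a sample left out. These GTPases and the H2 genes have similar copies, so reads between them could be shared. The interferon pattern was not confined to PC-La. In SePC-La against Laser all 11 genes of the interferon response were higher, with a median of 0.52 (adjusted p = 5.68e-06 from camera, 0.264 from fry). That median ran from 0.19 to 0.91 with a sample left out. The 10 GTPases were also all higher there, with a median of 0.36 (single genes from 0.27 to 0.62). The MHC class II median there was 0.54, and -0.27 without Laser replicate 2. Between SePC-La and PC-La the interferon response median was -0.51 (adjusted p = 0.0748 from camera). More antigen-presenting cells in these 2 tumors, or another effect of PC, was not tested.

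The 5 erythroid genes were higher in both groups than in Laser, with a median of 2.67 in PC-La (adjusted p = 1.27e-05 from camera, 0.225 from fry, and from 3.56e-06 to 0.355 over the alternatives) and 3.9 in SePC-La (adjusted p = 3.03e-08 from camera, 0.195 from fry, and from 1.57e-09 to 0.355 over the alternatives). Hbb-bs had 77.0 and 9.15 FPKM in Laser, 172 and 226 in PC-La, and 395 and 562 in SePC-La. Hba-a1 and Hba-a2, and Hbb-bs and Hbb-bt, are near-identical pairs between which reads can be shared, so the list holds fewer separate signals than genes. Laser replicate 2 had the lowest erythroid level, and without it the medians fell to 1.04 in PC-La and 2.39 in SePC-La, so it sets much of the size and not the direction. Under median-ratio scaling the smaller of the 2 medians was 2.64. Erythroid genes took between 0.00116% and 0.0733% of the reads. Blood left in the tumors may raise them, through bleeding or through dissection. Platelet genes were looked at for this, and 2 of 8 passed the filter, Ppbp and Pf4. With a median of -2.06 in PC-La and 0.71 in SePC-La they moved apart between the groups, but 2 genes, one of which the paper chose from these samples, are too few, and bleeding and dissection cannot be told apart.

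The neutrophil genes were higher in SePC-La than in Laser, 15 of 15 tested, with a median of 1.14 (adjusted p = 3.35e-10 from camera, 0.195 from fry, and from 5.99e-13 to 0.355 over the alternatives). One of the 16 listed genes, S100a9, is among the paper's target genes. Ly6g, the listed gene below the filter, had 0.338 and 0 FPKM in Laser and 0.514 and 0.912 in SePC-La. At no more than 15 reads in a sample, it is too low to weigh. The mean level of the tested genes was 3.45 and 2.50 in Laser and 4.14 and 4.44 in SePC-La. Their median log2 fold change was 0.70 without Laser replicate 2 and 1.83 without Laser replicate 1, and 1.22 under median-ratio scaling. Blood left in the tumors would bring neutrophils with the erythroid genes, which were higher in both groups. The neutrophil median of PC-La was -0.09, but with 6 genes higher and 9 lower it decides nothing (0.29 without Laser replicate 1 and -0.63 without Laser replicate 2), so neutrophils of the tumor and of blood cannot be told apart. A lower share of tumor cells would raise the markers of other cells with the neutrophil ones. The macrophage median was -0.39 in SePC-La (0.10 without SePC-La replicate 1 and -0.93 without SePC-La replicate 2). The fibroblast median was -0.44 (from -1.22 to 0.44). All 7 endothelial genes were higher, with a median of 0.32 (from 0.29 to 0.36 with a sample left out). As these lists differ, a lower share may add a part and is not excluded. More neutrophils, or more active ones, in the SePC-La tumors may also be the source, as a hypothesis found and tested on the same 4 samples. An exchange of labels between Laser and SePC-La samples, weighed under the other observations, also stays open. The direct test of SePC-La against PC-La had a median of 1.67 for this list.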

How the results depend on the processing

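The alternatives were set before the data were examined, except voom on the recovered reads, which was chosen after seeing the data. The alternatives that need deposited counts (DESeq2 and edgeR, their scaling factors and their filters on counts) were not run, since the table holds FPKM. Pseudocount, filter, trend, robust estimation, block and the samples in the fit do not enter the ratios of group means, and robust estimation does not enter the list tests. Quantile normalization gave no ratio for Cxcl12, which lies below the filter.

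The genes at the paper's criterion depended on how low genes were handled. With a minimum mean of 5 FPKM, 68 genes met it between PC-La and Laser (140 with the minimum of 1), 46 between SePC-La and Laser (74) and 186 between SePC-La and PC-La (323), because fewer genes were tested, 7490. A pseudocount of 0.1 gave 129 genes for SePC-La and Laser and 488 for SePC-La and PC-La, as it shrinks low genes less. Voom gave 223 genes for PC-La and Laser and 135 for SePC-La and Laser, and the cause was not tested; in simulated samples without changes it called 90.2 genes on average, against 22.2. Dropping the fold change from the criterion raised the counts to 627, 1318 and 2637 by construction. The genes called in both comparisons with Laser were 26 with a pseudocount of 0.1 and 5 with the minimum of 5 FPKM, against 16. With scaling, the split of calls between SePC-La and PC-La changed from 128 higher and 195 lower (39.6% higher) to 166 and 149 (52.7%) under median-ratio scaling and to 169 and 149 (53.1%) under quantile normalization. These moved the median of all genes by at most 0.09 on the log2 scale.

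The count at an adjusted p under 0.05 was 0 in both comparisons with Laser under all alternatives run, with 627 and 1318 genes at an unadjusted p under 0.05. Between SePC-La and PC-La it was 0, with 2637 genes at an unadjusted p under 0.05, but 3 with the minimum of 5 FPKM, 6 with median-ratio scaling, 8 with quantile normalization and 637 with only the 4 libraries compared, of which 253 were also over the fold change. The last leaves out the Laser samples, whose spread otherwise enters the shared estimate.

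Of 24 lists, camera called 9 for PC-La and Laser, 17 for SePC-La and Laser and 14 for SePC-La and PC-La. With the minimum of 5 FPKM it called 5 for PC-La and Laser. Fry called 0, 0 and 0, and camera with estimated correlation called 0, 0 and 0. The cause of these changes was not tested.

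The results whose direction reversed had values from -0.09 (neutrophil genes in PC-La) to 0.26 (adipocyte genes between SePC-La and PC-La) with the settings of the text. The neutrophil median in PC-La was 0.07 with the minimum of 5 FPKM. Quantile normalization gave selenoprotein medians of -0.02 in PC-La, -0.06 in SePC-La and -0.06 between SePC-La and PC-La, and gave Gpx1 -0.06 in PC-La and -0.19 in SePC-La, and Gpx4 -0.05 in SePC-La. The NK cell median in SePC-La was -0.17 without the filter. Between SePC-La and PC-La, the skeletal muscle median was -0.04 with a pseudocount of 0.1 and -0.22 with voom, and the adipocyte median -0.63 and -1.31. Cxcr2 in PC-La was 0.09 with a pseudocount of 0.1 and 0.19 with voom. The cause was not tested. Of the other values, 95 list results became weaker and 15 stronger, and 10 gene results became weaker and 18 stronger; 661 and 892 stayed on their side.

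Leaving out each library in turn, the count of the 15 target genes above Laser in PC-La, 7 with all libraries, went from 1 without Laser replicate 2 to 13 without Laser replicate 1, and was 3 without PC-La replicate 2. The count in SePC-La stayed at 15 throughout, and was 14 of 14 under quantile normalization. With a library left out, 84 gene values and 49 ratios moved by more than the spread between replicates. For the lists, 90 medians moved by more than the spread of the fold changes among the genes of the list.

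The samples share replicate numbers only, and nothing in the paper or labels pairs them. Deviations of same-numbered samples correlated at 0.09 for Laser and PC-La, -0.43 for Laser and SePC-La and -0.18 for PC-La and SePC-La. With the replicate number as a block, 133, 81 and 285 genes met the criterion and 0 had an adjusted p under 0.05, with 452, 938 and 2026 at an unadjusted p under 0.05. The block changed the call of Mmp13 and Cxcl2 in SePC-La against Laser and of the macrophage and interferon lists.

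With 14447792 to 17649489 reads per library, depth limits the lowest genes. Ccl24 rests on 4 to 82 reads and Cxcl12 on 25 to 286.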

Differences from the paper's values

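The values in Fig. 7C and Fig. 7D were read by eye, and were set against the ratio of mean FPKM to Laser. The figure's error bars are not named as SD or SEM. The methods do not say whether these panels show sequencing or qRT-PCR. A value was counted as differing when the gap exceeded both the SD of the group's samples and the figure's error bar, and the ratio of the values passed a set limit. Of 28 values compared, 20 differed, 9 in PC-La and 11 in SePC-La. In SePC-La, 4 of 14 genes were on the same side of Laser as in the figure, and 10 were above Laser here and under it in the figure. In PC-La, 10 were on the same side and 3 were above Laser here and under it in the figure. The alternatives set before the data were examined that apply to ratios were median-ratio scaling, quantile normalization and each sample left out.

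For Il1b the paper's values were about 0.14 in PC-La and about 0.07 in SePC-La (Fig. 7C, read by eye), against 1.62 and 2.8 here. For Nfkbia they were about 0.24 and about 0.13 (Fig. 7C, read by eye), against 0.759 and 1.94. For Ppbp they were about 0.71 and about 0.42 (Fig. 7C, read by eye), against 0.148 and 1.94. None of these alternatives closed the gap for these 3 genes. For Ccl24 in SePC-La the paper's value was about 0.38 (Fig. 7C, read by eye), against 3.18, and none of the alternatives closed the gap. For Cxcl2 in PC-La it was about 1.3 (Fig. 7C, read by eye), against 0.488. Without Laser replicate 1 the ratio was 1.39 and no longer differed, and with the other alternatives it did. For Cxcl12 in SePC-La it was about 2.5 (Fig. 7C, read by eye), against 3.95. Without Laser replicate 2 (2.48) or SePC-La replicate 2 (3.19) it no longer differed, and with the others it did, quantile normalization giving no value.

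For S100a9 the paper's values were about 0.33 in PC-La and about 0.19 in SePC-La (Fig. 7D, read by eye), against 1.26 and 4.44 here. For Slc2a1 they were about 0.49 and about 0.3 (Fig. 7D, read by eye), against 0.834 and 2.1. For Lcn2 they were about 0.41 and about 0.36 (Fig. 7D, read by eye), against 0.695 and 2.89. For Mmp13 they were about 0.22 and about 0.3 (Fig. 7D, read by eye), against 1.65 and 4.27. Without Laser replicate 2, the PC-La ratios were 0.716 for S100a9, 0.707 for Slc2a1, 0.467 for Lcn2 and 0.898 for Mmp13. Mmp13 was 0.965 without PC-La replicate 2. By the rule given above, these no longer counted as differing. For S100a9 and Mmp13 that rests on the wide SD of PC-La, 0.53 and 0.964 relative to the mean of both Laser samples. This SD was not recomputed for Laser replicate 1 alone, and their ratios stayed well above the figure's. The other alternatives did not change the call in PC-La, and none did for the same genes in SePC-La. For Vegfa the paper's values were about 0.34 and about 0.24 (Fig. 7D, read by eye), against 0.727 and 2.19. For Trf in SePC-La it was about 0.57 (Fig. 7D, read by eye), against 2.6. None of the alternatives closed the gap for Vegfa or Trf.

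The paper's text states directions that these ratios did not have. It reports Il1b, Nfkbia and Ccl24 as lower than Laser after both treatments, and here all 3 were above Laser in SePC-La, and Il1b also in PC-La. It reports Cxcl2, which the text writes as Cxc12, as higher after both, and here it was below Laser in PC-La. Vegfa, Ppbp and Mmp13 are reported as lower after both, and here all 3 were above Laser in SePC-La, and Mmp13 also in PC-La. The paper gives S100a9, Slc2a1 and Lcn2 as lower after both, and here they were above Laser in SePC-La, and S100a9 also in PC-La. Trf is given as lower after Se-PC PDT and higher after PC PDT, and here it was above Laser in both. The PC-La ratios of Il1b, Mmp13 and S100a9 fell below Laser without Laser replicate 2.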

Other observations

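In this part the test of GC content and gene length and the 2 tests of the rise of Gapdh were chosen before their results were seen, and the others only after. Each pattern was found and tested on the same 6 samples.

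All 15 target genes had a higher mean in SePC-La than in Laser. The median log2 change of the 14 tested genes was 0.78 against Laser replicate 1 alone and 1.31 under median-ratio scaling, so neither Laser replicate 2 nor the scaling accounts for the direction. A trend on GC content and exon length took 12.65% of the variance of the log2 fold changes between SePC-La and Laser, and the median was 1.22 with it removed. Divided by Gapdh, 15 of the 15 genes stayed above Laser. An exchange of the Laser and SePC-La labels as groups would give the direction of Figure 7C,D to 10 of the 14 genes compared and take it from the 4 that have it now. It cannot be told apart from a real difference here, since the paper does not state that the figure shows these samples. A lower share of tumor cells would raise markers of other cells alike. The macrophage median was -0.39 (0.10 without SePC-La replicate 1), but all 7 endothelial genes were higher, with a median of 0.32. A lower share may therefore add a part and is not excluded. Hypoxia may be among the sources. The 19 genes of the hypoxia list, of which the study picked 3, had a median of 0.72 in SePC-La and -0.02 in PC-La. A response of the tumors to Se-PC PDT stays open and untested.

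The 2 Laser samples lay far apart. Laser replicate 2 minus replicate 1 had a median log2 difference of -2 for fibroblast, -2.50 for erythroid, -1.67 for MHC class II, -0.88 for neutrophil and 2.36 for skeletal muscle genes. Depth does not account for it, since the shallower Laser sample had 1.01 times the reads of the deeper PC-La sample, and the PC-La samples lay close. Muscle genes took 0.0509% of the reads of Laser replicate 2 and 0.00672% of replicate 1, too few to move the other lists by dilution. A higher share of tumor cells would lower the other cell types alike, but macrophage markers differed by 0.10. An exchange of Laser replicate 2 and SePC-La replicate 2 could also place them apart. With these 2 exchanged, 216 genes met the paper's criterion in a fit of the 4 samples, against 60 as labeled, and 34 against 0 had an adjusted p under 0.05, with 700 at an unadjusted p under 0.05 as labeled. Such an exchange and a difference between tumors cannot be told apart with 2 samples per group, and the samples were used as labeled.

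The criterion counts were also set against the other ways to split 4 samples. As many genes as the real split were given by 1 of 3 splits for PC-La and Laser (134 genes, the others 15 and 9), by 2 of 3 for SePC-La and Laser, and by 1 of 3 for SePC-La and PC-La (449 genes, the others 9 and 13). Such a test cannot give a share under 33.3%.

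Gapdh had 81 and 93.3 FPKM in Laser, 79.2 and 79.5 in PC-La, and 143 and 111 in SePC-La. Its log2 fold change was 0.53 in SePC-La (standard error 0.16, adjusted p = 0.376 from limma). It was 0.61 under median-ratio scaling and at least 0.409 over the alternatives, so the scaling does not account for its direction. Higher glycolysis is a candidate explanation. The 10 glycolysis genes tested, Gapdh not among them, were all higher in SePC-La with a median of 0.53, and had a median of -0.14 in PC-La. Values divided by Gapdh would be lowered in SePC-La by this rise.

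Of the other gene lists, T cell genes had a median log2 fold change of 0.47 in PC-La (adjusted p = 0.0349 from camera, and 0.06 without Laser replicate 2) and 0.09 in SePC-La (0.433, from -0.39 to 0.53 with a sample left out). NK cell genes, 3 tested, had 0.23 (0.799, from -0.42 to 0.64) and 0.03 (0.903, from -0.52 to 0.28), and macrophage genes 0.33 in PC-La (0.32) and, in SePC-La, an adjusted p of 0.0976. Fibroblast genes had 0.90 (0.0398, and 0.01 without Laser replicate 2) and -0.44 (0.944, from -1.22 without Laser replicate 2 to 0.44 without Laser replicate 1), and endothelial genes 0.16 (0.0816) and 0.32 (0.000891). Adipocyte genes, 3 tested, had 0.81 (0.32; 0 without Laser replicate 2) and 1.07 (0.1; 0.27 without Laser replicate 2, 2.36 without SePC-La replicate 1 and -0.23 without SePC-La replicate 2). Skeletal muscle genes had -2.50 (8.55e-09) and -2.51 (6.07e-06), or -1.40 and -1.24 without Laser replicate 2. Proliferation genes had -0.13 (0.0525) and 0.17 (0.00323), the NRF2 list -0.40 (0.00087) and 0.27 (0.00165), and heat shock genes -0.10 (0.0976, from -0.24 to 0.01) and 0.41 (0.000743), where Hspa1a and Hspa1b can share reads. Selenoprotein genes had 0.03 in both (0.799 and 0.429), from -0.05 to 0.01 in PC-La and from -0.11 to 0.15 in SePC-La with a sample left out. Under fry none of these lists passed an adjusted p of 0.05.

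The paper measured the genes of Figure 6C by other methods. In the sequenced tumors this list had a median of 0.14 in PC-La (adjusted p = 0.198 from camera) and -0.13 in SePC-La (0.517, and 0.08 without SePC-La replicate 1). The log2 fold changes in PC-La and SePC-La were 0.29 and -0.11 for Casp1, 0.14 and 0.01 for Casp8, -0.01 and -0.25 for Casp9, and 0.70 and -0.29 for Bcl2. Those of Map1lc3a were 0.08 and -0.52, those of Map1lc3b 0.14 and -0.15, those of Gpx1 0.02 and 0.02, and those of Gpx4 -0.26 and 0.08. The adjusted p of these 8 genes was 0.49 or more in both comparisons with Laser. Csf3, which encodes G-CSF, had 5.22 and 0.361 FPKM in Laser, 7.29 and 6.1 in PC-La, and 5.93 and 24.2 in SePC-La.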
